# In vivo nuclear capture and molecular profiling identifies *Gmeb1* as a transcriptional regulator essential for dopamine neuron function

**DOI:** 10.1038/s41467-019-10267-0

**Published:** 2019-06-07

**Authors:** Luis M. Tuesta, Mohamed N. Djekidel, Renchao Chen, Falong Lu, Wengang Wang, Bernardo L. Sabatini, Yi Zhang

**Keywords:** Computational neuroscience, Epigenetics in the nervous system, Genetics of the nervous system, Molecular neuroscience, Motor control

## Abstract

Midbrain dopamine (mDA) neurons play a central role in reward signaling and are widely implicated in psychiatric and neurodegenerative disorders. To understand how mDA neurons perform these functions, it is important to understand how mDA-specific genes are regulated. However, cellular heterogeneity in the mammalian brain presents a major challenge to obtaining this understanding. To this end, we developed a virus-based approach to label and capture mDA nuclei for transcriptome (RNA-Seq), and low-input chromatin accessibility (liDNase-Seq) profiling, followed by predictive modeling to identify putative transcriptional regulators of mDA neurons. Using this method, we identified *Gmeb1*, a transcription factor predicted to regulate expression of *Th* and *Dat*, genes critical for dopamine synthesis and reuptake, respectively. *Gmeb1* knockdown in mDA neurons resulted in downregulation of *Th* and *Dat*, as well as in severe motor deficits. This study thus identifies *Gmeb1* as a master regulator of mDA gene expression and function, and provides a general method for identifying cell type-specific transcriptional regulators.

## Abstract (web summary)

Despite the known role of midbrain dopaminergic (mDA) signaling in the homeostatic control of mood and motor functions, little is known about how gene expression in these neurons is regulated. Here, authors develop an in vivo nuclear tagging and capture technique for low-input chromatin accessibility and transcriptome profiling of genetically-defined neuron populations to identify Gmeb1 as a novel transcriptional regulator of mDA neurons, whose loss of function impairs motor control in mice.

## Introduction

Midbrain dopamine (mDA) neurons account for less than 1% of all neurons in the brain^1^. Despite their limited number, mDA neurons are critical regulators of reward, cognition, and movement, and play a fundamental role in the pathophysiology of psychiatric and neurodegenerative disorders^2,3^. In contrast to the well-defined role of dopamine signaling in health and disease, relatively little is known about how chromatin architecture regulates mDA gene expression. This knowledge gap is largely due to the cellular heterogeneity in the brain which impedes isolation of pure mDA nuclei from neighboring cell types, and therefore, generation of an mDA-specific map of accessible chromatin from which to identify transcriptional regulatory elements.

Chromatin accessibility is positively correlated to transcriptional activity. Actively transcribed genes often possess accessible (open) chromatin regions at their promoters and enhancers, thus permitting the recruitment of transcriptional factors and co-activators, whereas genes associated with inaccessible (closed) chromatin are generally transcriptionally repressed^4^. As such, chromatin accessibility profiling has been used to gain insights into transcriptional regulation of various abundant cortical cell types during brain development^5,6^.

In this study, we aim to understand how gene expression is regulated in mDA neurons, a limited, but important cell type. To this end, we developed a simple virus-based system to purify mDA nuclei from adult mouse brain for transcriptome and low-input chromatin accessibility profiling (Fig. 1a), and posit a predictive model of transcriptional regulation. As a proof of principle, we focus on one of the candidate transcription factors, *Gmeb1*. We provide evidence demonstrating that *Gmeb1* plays an important role in regulating the expression of *Th* and *Dat*, genes critical for dopamine neuron function, and show that *Gmeb1* is necessary for maintenance of motor coordination.

**Fig. 1:**
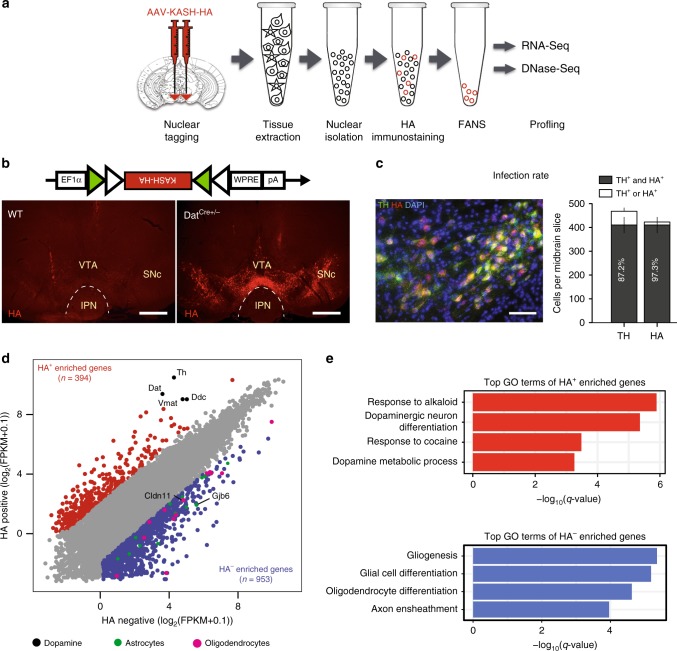
Neuron subtype-specific nuclear capture and transcriptome analysis. **a** Schematic illustration of the experimental steps for mDA nuclear capture. AAV-DIO-KASH-HA (DIO-KASH-HA) is bilaterally injected into the midbrain of Dat-Cre het mice. Two weeks later, midbrains are dissected and nuclei are isolated by Fluorescence Assisted Nuclear Sorting (FANS). The isolated nuclei were then used for multi-omics analysis. Note: Needle/syringe image was adapted from Keynote clipart, and coronal brain section was reproduced from ref. ^48^. (Copyright 2013, Elsevier, Academic Press). **b** Diagram of the DIO-KASH-HA vector (top) and representative micrographs illustrating infection specificity to Cre-expressing neurons. WT mice injected with DIO-KASH-HA virus showed no HA signal (bottom left) as opposed to Dat-Cre het mice (bottom right). Scale bar: 500 μm. **c** Merged representative micrograph (left) showing near-complete colocalization of HA signal (red) with TH^+^ neurons (green). Scale bar: 50 μm. Histogram (right) illustrating infection efficiency (mean ± s.e.m.) of DIO-KASH-HA construct (*n* = 6). 87.2% of DA neurons were infected by DIO-KASH-HA, while 97.2% of DIO-KASH-HA-infected neurons were DAergic. **d** Scatter plot comparing RNA-seq data of HA^+^ and HA^−^ nuclei indicating HA^+^ nuclei are enriched for DAergic markers (black), and depleted of astrocyte (green) and oligodendrocyte (magenta) markers. HA^+^ nuclei enriched genes are marked in red. Segregation criteria: fold-change > 4; FPKM > 1. **e** Enriched GO terms associated with the 394 HA^+^ and 953 HA^−^ nuclei enriched genes, respectively (*q-*value < 0.05)

## Results

### Cre-inducible HA nuclear tagging facilitates purification of mDA nuclei

To achieve mDA neuron-specific labeling, we designed a Cre-inducible AAV vector encoding the nuclear envelope protein KASH^7,8^ with an HA tag (Fig. 1b, top panel). To test whether the infection is specific to mDA neurons, we injected the AAV-DIO-KASH-HA (KASH-HA) virus into the midbrain of dopamine transporter (Dat)-Cre heterozygous (het) mice. Dat-Cre mice have been routinely used for targeted gene expression in mDA neurons as *Dat* (also referred to as *Slc6a3*) is specifically expressed in mDA neurons^9^. Consequently, we expected that KASH-HA expression would be restricted to Cre-expressing mDA neurons. Immunostaining confirmed that KASH-HA injected Dat-Cre heterozygous mice exhibited robust expression of HA while no HA signal was detectable when the same virus was injected to wildtype (WT) mice (Fig. 1b, bottom panels). Quantification of co-staining of HA and tyrosine hydroxylase (Th), a rate-limiting enzyme in catecholamine synthesis which serves as an mDA marker, revealed that 87.2% of mDA neurons were HA positive (HA^+^), while 97.3% of HA^+^ cells were dopaminergic (Fig. 1c). Collectively, these data suggest that the expression of KASH-HA is efficient and is largely restricted to mDA neurons in Dat-Cre mice.

To test the feasibility of using this nuclear tagging technique to capture mDA nuclei for molecular profiling, we injected a separate cohort of Dat-Cre mice with KASH-HA virus and collected midbrain samples 14 days later. Immediately after collection, samples were processed for nuclear isolation, HA immunostaining, and fluorescence-activated nuclear sorting (FANS) to separate HA^+^ and HA^−^ nuclei (Supplementary Fig. 1a). 

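Dat-Cre mice express Cre recombinase in cells that transcribe the dopamine transporter gene, and the KASH domain holds the HA tag at the nuclear envelope, so that HA+ nuclei are meant to be those of Cre-expressing cells and HA- nuclei those of the rest of the dissected midbrain. One HA+ and 1 HA- library were sequenced, each made from the RNA of 400 nuclei collected 14 days after injection from mice aged 8 to 12 weeks at the start of the experiment. The RNA is therefore nuclear, and it was amplified as full-length cDNA with the SMARTer method before fragmentation. The authors trimmed the reads with Trimmomatic 0.36, aligned them to the mm9 mouse genome with STAR 2.5.2b and estimated the abundance of each NCBIM37 Ensembl gene with RSEM, which shares a read that maps to several places among them in fractions. The values used here are the expected counts, TPM and FPKM that RSEM gave for 37620 genes. The expected counts summed to 6743742 in the HA+ library and to 6374657 in the HA- library, while the paper lists 11231440 and 12815962 uniquely mapped reads, a ratio of 60.0% and 49.7% in which the counts also hold fractions of reads that map to several places. *Malat1*, a nuclear long noncoding RNA, took 2.10% of the counts in HA+ and 1.75% in HA- nuclei, and the mitochondrial genome took 0.523% and 0.775%.

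Each gene's FPKM plus 0.1 in HA+ nuclei was divided by its FPKM plus 0.1 in HA- nuclei, and a gene was called at a ratio of at least 4 with an FPKM over 1 in the higher library. With 1 library per group there was no replicate error, and no p-value was computed. Gene lists were described by the percentile of their median log2 ratio among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. A fold against a library with a count of 0 was computed against 3 counts and is a lower bound. The libraries carry no molecular identifiers, so such bounds cover counting error only.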

To confirm that HA^+^ nuclei represented mDA neurons, we performed RNA−seq on both the HA^+^ and HA^−^ nuclei. 

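Transcripts of dopamine synthesis, vesicular packaging and reuptake were far higher in HA+ than in HA- nuclei. *Th* encodes tyrosine hydroxylase, the rate-limiting enzyme of catecholamine synthesis, and its FPKM was 1434 in HA+ and 19.3 in HA- nuclei (73.8-fold). The dopamine transporter gene *Slc6a3* (*Dat*) had an FPKM of 667 and 12.1 (54.5-fold). The vesicular monoamine transporter gene *Slc18a2* (*Vmat*) stood at 522 and 27.4 (19.0-fold), and *Ddc*, which encodes the enzyme that turns L-DOPA into dopamine, at 521 and 32.6 (15.9-fold). *Gch1*, the first enzyme of the synthesis of the cofactor tetrahydrobiopterin, had an FPKM of 10.3 in HA+ nuclei and 0 in HA- nuclei, a difference of at least 59.0-fold.

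In the mm9 annotation, *Th* (ENSMUSG00000000214) lies on the minus strand of chromosome 7 from 150078657 to 150117033, *Slc6a3* (ENSMUSG00000021609) on the plus strand of chromosome 13 from 73674195 to 73716120, *Slc18a2* (ENSMUSG00000025094) on the plus strand of chromosome 19 from 59335368 to 59370502, and *Ddc* (ENSMUSG00000020182) on the minus strand of chromosome 11 from 11714104 to 11798047.

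An FPKM over 1 was found for 14249 genes in HA+ nuclei and for 15520 in HA- nuclei, for 16645 in either library and for 13124 in both. A ratio of at least 4 in favour of HA+ nuclei was found for 916 genes, of which 520 had a count of 0 in HA- nuclei. Against 3 counts, 123 of these 520 were at least 4-fold higher. Requiring an FPKM over 1 in both libraries left 146 genes, and a pseudocount of 1 left 332. The 10 highest ratios among called genes with an FPKM of at least 10 were all on gene models with at most 2.52 expected counts, so they name no marker. Among called genes with at least 50 counts, a minimum chosen after the values were seen, *Slc10a4*, which encodes an orphan vesicular transporter of monoaminergic neurons, was 46.1-fold higher and *Atf3*, a stress-induced transcription factor gene, 56.0-fold higher in HA+ nuclei.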

Transcriptome analysis revealed that of the 13,727 genes expressed in HA^+^ and HA^−^ nuclei (FPKM > 1), 394 genes exhibited at least a 4-fold enrichment in the HA^+^ cells, including known dopaminergic marker genes such as *Th*, *Dat*, *Ddc*, and *Vmat*^10^. Conversely, 953 genes were significantly depleted (<4-fold) in HA^+^ relative to HA^−^ nuclei—including glial markers *Gjb8* and *Cldn11*^11^ (Fig. 1d). 

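Transcripts of glia and of cells of the vessel wall were higher in the HA- nuclei. *Cldn11* encodes claudin 11, a tight junction protein of myelin, and its FPKM was 28.1 in HA- and 4.66 in HA+ nuclei (5.93-fold). The astrocyte connexin gene *Gjb6* had an FPKM of 48.0 and 3.74 (12.5-fold). *Gjb2*, another connexin gene, was close to the detection limit with an FPKM of 1.22 and 0.26. *Plp1*, which encodes the main protein of central myelin, was 5.45-fold higher in HA- nuclei with an FPKM of 992 against 182, so that myelin transcripts were lower but still present in the HA+ library. *Pdgfra*, a marker of oligodendrocyte precursors and fibroblasts, was 12.6-fold higher, and the microglial receptor gene *Cx3cr1* 11.6-fold higher.

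*Cldn11* (ENSMUSG00000037625) lies on the plus strand of chromosome 3 of mm9 from 31048868 to 31063246, and *Gjb6* (ENSMUSG00000040055) on the minus strand of chromosome 14 from 57742140 to 57752448. In all, 2211 genes had a ratio of at least 4 in favour of HA- nuclei, of which 1255 had a count of 0 in HA+ nuclei, and 608 of these were at least 4-fold higher against 3 counts. The count was 752 with a pseudocount of 1 and 319 when both libraries had to exceed an FPKM of 1. Of the 10 highest ratios among called genes with an FPKM of at least 10, 8 were on gene models with at most 4 counts. *Hbb-b1*, a beta-globin gene that may share reads with its near-identical neighbour *Hbb-b2*, had 239.53 expected counts (FPKM 79.1) in HA- nuclei and 0 in HA+ nuclei, at least 85.9-fold higher.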

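Sorting separated the midbrain cell classes by more than single marker genes. The dopaminergic lists stood highest among the lists other than the mDA-enriched and the other HA+ enriched genes. The 14 other midbrain dopamine neuron markers with an FPKM over 1 (among them *Aldh1a1*, 26.0-fold, and *Chrna6*, 44.6-fold) had a median ratio of 15.4 in favour of HA+ nuclei, and 12 of them had a ratio of at least 4. The 15 midbrain dopamine transcription factors had a median ratio of 6.61 (12 with at least 4, such as *En1*, 20.5-fold), and the 12 genes of dopamine synthesis and handling 4.28 (6 with at least 4). None of the 10000 matched random lists had a median as high as any of these 3 lists. Many of their members are among the genes that the study chose on these libraries. The mDA-enriched genes hold 12 of the 14 markers, 9 of the 15 transcription factors and 5 of the 12 synthesis and handling genes. A further 2 transcription factors are among the other 287 genes. The 3 lists were set after those genes had been seen, so they are not independent evidence of direction. The 107 mDA-enriched genes had a median ratio of 8.30 and the other 287 genes that the study lists 5.56, but the study chose both sets on these libraries, so their direction is not independent evidence.

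On the HA- side, the median ratio of HA- over HA+ was 21.6 for 11 endothelial and mural cell markers (9 with at least 4), 18.0 for 11 ependymal and fibroblast markers (10), 7.04 for 9 oligodendrocyte precursor markers (7), 4.91 for 15 astrocyte markers (9), 4.42 for 14 oligodendrocyte markers (9) and 2.70 for 17 microglia and macrophage markers (6). The percentiles of these 6 medians among the random lists ran from 0 to 0.14. Markers of other neurons lay between these classes. GABA neuron markers (13 genes) were 2.45-fold and glutamate neuron markers (7 genes) 2.65-fold higher in HA- nuclei by their medians, at percentiles of 0.08 and 0.52, and the median ratio of 5 serotonin and acetylcholine neuron markers was 1.64 at a percentile of 21.8. The glutamate neuron markers went both ways, with 4 higher in HA- and 3 higher in HA+ nuclei. *Gad1* had an FPKM of 132 in HA- and 54.0 in HA+ nuclei. The 14 pan-neuronal markers had a median ratio of 1.15 in favour of HA+ nuclei (percentile 71.4) and the 4 lymphocyte and plasma cell markers 1.17 in favour of HA- nuclei (percentile 68.7).

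**Figure D1:**
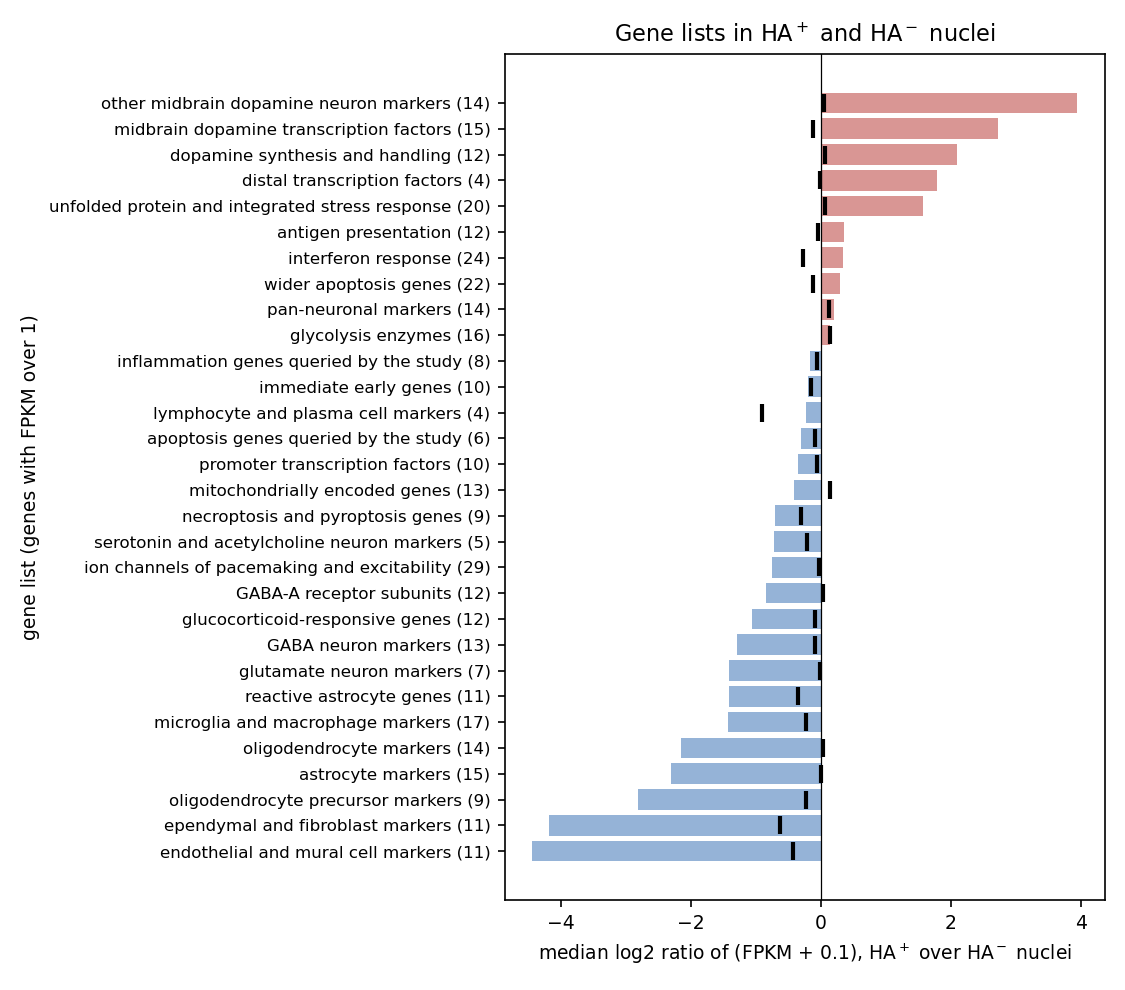
Median log2 ratio of FPKM plus 0.1 in HA+ over HA- nuclei for each gene list (bars, 1 library per group), with the number of genes of FPKM over 1 in brackets and the median of the matched random lists as a black tick. The mDA-enriched and the other HA+ enriched genes are left out, but the dopaminergic lists share members with them. Among the lists shown, the midbrain dopamine neuron lists reach furthest to the right. The endothelial and mural cell markers, 21.6-fold higher in HA- nuclei, reach furthest to the left.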

Gene ontology (GO) analysis (cutoff: *q* < 0.05) revealed that HA^+^ nuclei were enriched for mDA-related functions such as response to cocaine and DA neuron differentiation, while HA^−^ nuclei were enriched in non-neuronal functions such as gliogenesis, glial cell differentiation, and axon ensheathment (myelination), further confirming the purity of the sorted HA^+^ nuclei (Fig. 1e, Supplementary Fig. 1b).

### Multi-omics analysis predicts *Gmeb1* as an mDA transcriptional regulator

The mDA transcriptome presented in Fig. 1d, while depleted of glial gene expression, still included genes commonly found in other neuron types. 

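Nuclei of mDA neurons were sorted by the HA tag in the same way for 2 further libraries of 400 nuclei each. The RSEM tables of these mDA replicates sum to 27426669 and 23082442 expected counts, which is 67.3% and 65.2% of the 40727267 and 35393090 uniquely mapped reads that the paper lists. They are therefore deeper than the HA+ and HA- pair, and 14357 and 14161 genes had an FPKM over 1. The mitochondrial genome took 0.250% and 0.295% of the counts. The paper calls them biological replicates but does not say which animals each came from, so the spread between them holds for these libraries and may be partly technical.

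Across all 37620 genes, Pearson's r of log2(FPKM + 1) was 0.983 between the mDA replicates and 0.951 and 0.953 between the HA+ library and each of them (Spearman's rho 0.930, 0.888 and 0.895). These are correlations across genes within pairs of libraries, and genes are not independent replicates. Restricting the comparison to genes with an FPKM over 1 in either library gave an r of 0.956 for the mDA replicates and of 0.873 and 0.878 for the HA+ library. The cortical neuron data that the study set beside these libraries were not analysed here, so the values given for mDA-enriched genes are levels in mDA nuclei only.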

To identify genes highly enriched in mDA neurons, we first derived a consensus mDA transcriptome from RNA-Seq of two biological replicates of purified mDA nuclei (Supplementary Fig. 2a) and then compared their expression level against three cortical neuron subtypes: vasoactive intestinal protein (VIP)-cortical, excitatory-cortical (Exc)-cortical, and parvalbumin (PV)-cortical neurons^5^. This analysis revealed that out of the 394 HA^+^ genes, 107 are mDA-enriched (at least 4-fold higher in mDA neurons compared with VIP, Exc, and PV neurons, and *q*-value < 0.001) (Fig. 2a, b, Supplementary Fig. 2b, Supplementary Data 1). As expected, the list included mDA signature genes *Th*, *Dat*, *Ddc*, and *Vmat*. However, some of the HA^+^ enriched genes identified in Fig. 1d, such as *Nurr1* and *Satb1*, were also highly expressed in cortical neuron subtypes and were thus excluded from the list of mDA-enriched genes (Supplementary Data 2). 

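The genes of dopamine synthesis, packaging and reuptake were abundant in the mDA nuclei. *Th* had a mean FPKM of 2708 ± 402 (SD, n = 2 libraries), *Slc6a3* of 834 ± 125 (SD, n = 2), *Slc18a2* of 711 ± 129 (SD, n = 2) and *Ddc* of 598 ± 86.0 (SD, n = 2). The D2 autoreceptor gene *Drd2* was lower at 43.1 ± 7.79 (SD, n = 2). The 107 mDA-enriched genes ran from 1.95 to 2708 in mean FPKM with a median of 17.6, so the list also holds genes of low expression. Genes outside dopamine metabolism were high as well. *Hspa5*, which encodes the endoplasmic reticulum chaperone BiP, had a mean FPKM of 1905 ± 17.4 (SD, n = 2), and *Dlk1*, a transmembrane protein gene expressed in midbrain dopamine neurons, 555 ± 154 (SD, n = 2).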

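*Nr4a2* (*Nurr1*) and *Satb1* were well above most of the HA+ enriched genes that were left out of the mDA-enriched set. *Nr4a2* encodes an orphan nuclear receptor needed for the development and maintenance of mDA neurons, and its mean FPKM was 74.9 ± 17.6 (SD, n = 2 mDA libraries), with 69.1 in HA+ and 4.05 in HA- nuclei (16.7-fold). The chromatin organizer gene *Satb1* had a mean FPKM of 23.0 ± 3.58 (SD, n = 2) in mDA nuclei, with 25.0 in HA+ and 5.26 in HA- nuclei (4.68-fold). The 287 genes listed in Supplementary Data 2 had a median mDA FPKM of 1.54, with a range of 0 to 121. *Nr4a2* (ENSMUSG00000026826) lies on chromosome 2 of mm9 from 56959241 to 56976414, and *Satb1* (ENSMUSG00000023927) on chromosome 17 from 51875512 to 51972615.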

GO term and pathway analysis of the 107 genes further confirmed their enrichment in mDA neuron-specific functions such as dopamine metabolism, transport, and secretion (Supplementary Fig. 2c). Thus, we defined these 107 genes as “mDA-enriched genes”.

**Fig. 2:**
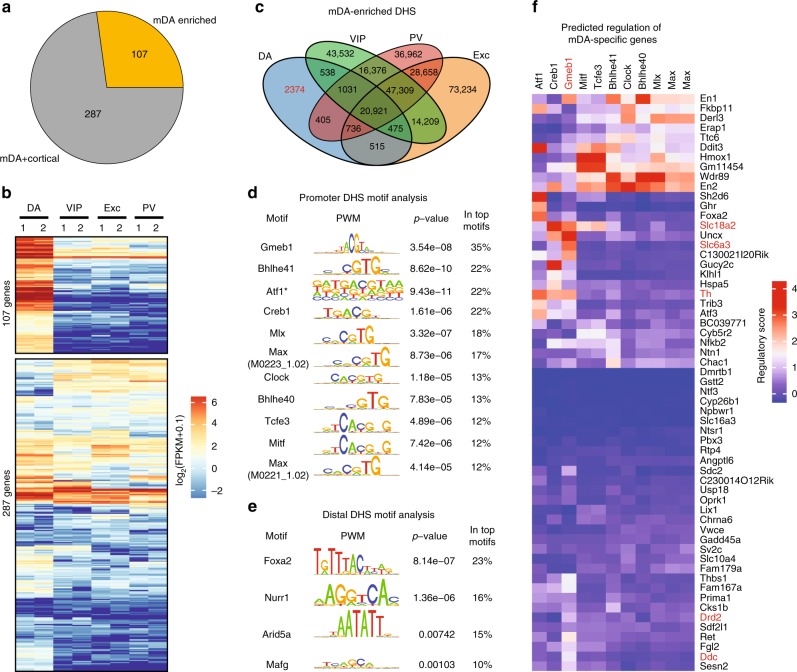
Transcriptome and DHS analysis reveals putative mDA transcriptional regulators. **a** Pie chart showing the number of genes significantly enriched in HA^+^ mDA neurons compared with VIP, Exc, and PV cortical neuron-expressed genes (FC > 4 and *q*-value < 0.001, FPKM > 1). **b** Heatmap showing the 394 genes, respectively, expressed in the HA^+^ mDA neurons, as well as VIP, Exc, and PV cortical neurons. The 107 genes significantly enriched in mDA neurons (top) are termed “mDA-enriched” genes. **c** Venn diagram showing the overlap between the 28,084 mDA neuron DHS sites (*q*-value < 0.05) with the ATAC-Seq accessible chromatin regions (*q*-value < 0.05) in VIP, Exc and PV cortical neurons. The 2374 DHS sites present only in mDA neurons were termed “mDA-enriched DHS”. **d** List of the motifs identified at the promoter DHS of mDA-enriched genes (*q*-value < 1e−4). Each base-pair of the motif is proportional to its information content profile^49^. The *Atf1* motifs with a * to indicate the low information content along all the positions, thus its motif was instead represented by the relative base frequency. The identifier under the Max motif indicate the motif PWM ID in the CIS-BP database^50^. **e** List of motifs identified at mDA-enriched distal DHSs of mDA-enriched genes (*q*-value < 0.01). Each base-pair of the motif is proportional to its information content profile^49^. **f** Heatmap showing the predicted TF regulatory score (TFRS) associating each TF to the mDA-enriched genes with a promoter DHS

Next, we attempted to identify transcriptional regulators involved in the activation of these 107 mDA-enriched genes. To this end, we performed liDNase-Seq^12^, a technique that allows genome-wide identification of transcriptional regulatory elements using limited cell numbers. Using two biological replicates of 500 mDA nuclei (Supplementary Fig. 3a), we mapped the mDA DNaseI-hypersensitive site (DHS) landscape. Among the 28,084 detected DHSs (*p* < 0.05), a large portion (over 40%) of these accessible chromatin sites were located in gene promoter regions (within ± 3 kb from transcription start site-TSS) (Supplementary Fig. 3b), consistent with previous reports in other cell types^13,14^. By comparing mDA neuron DHS sites with the chromatin accessible sites of cortical neurons^5^, we identified 2374 “mDA-enriched DHSs”: open chromatin sites present in mDA neurons but absent from cortical neurons (Fig. 2c). Interestingly, the majority of the “mDA-enriched DHSs” were localized in non-promoter regions (3 kb away from TSS) (Supplementary Fig. 3c), highlighting the importance of distal DHSs in defining cell identity, in agreement with previous observations^6,15^. Consistent with the positive correlation between chromatin accesibility and transcription, genes containing promoter DHSs in mDA neurons showed significantly higher expression levels compared with the genes lacking promoter DHSs (*p-value* = 2.2e−16, two-tailed Mann–Whitney–Wilcoxon Test), and this correlation was also maintained in mDA-enriched genes (*p-value* = 0.005397, two-tailed Mann–Whitney–Wilcoxon Test) (Supplementary Fig. 3d).

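Among the mDA-enriched genes, those with an open promoter were expressed higher by their medians. The 59 genes that the study lists with a promoter DHS had a median FPKM of 32.9 in mDA nuclei (interquartile range 9.56 to 57.6), and the 48 others 10.1 (6.09 to 37.7). The highest with a promoter DHS were *Th*, *Hspa5*, *Slc6a3*, *Slc18a2* and *Ddc*, followed by the vesicular transporter gene *Slc10a4* with 307 ± 35.2 (SD, n = 2 libraries) and the stress-response transcription factor gene *Ddit3* with 278 ± 44.3 (SD, n = 2). High expression also occurred without one, as for *Dlk1*, for the retinaldehyde dehydrogenase gene *Aldh1a1* with 369 ± 124 (SD, n = 2) and for the synuclein gene *Sncg* with 188 ± 10.00 (SD, n = 2). The difference in mean rank between the groups was 14.1, with a two-sided permutation p = 0.0188 from 100000 resamples. Genes are not independent replicates, and the study chose them on these libraries. With HA+ FPKM in place of the mDA mean the p was 0.00409, and the p of all 4 alternative settings lay between 0.00409 and 0.0433. The DHS positions themselves were not analysed here, and membership was taken from Supplementary Data 5.

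**Figure D2:**
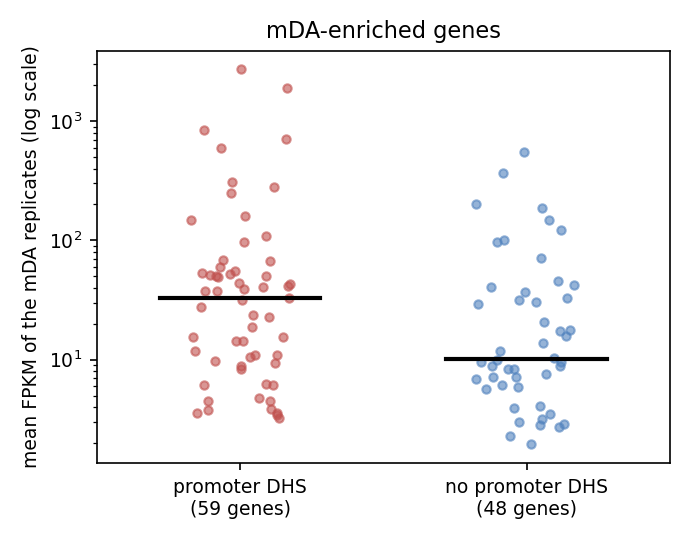
Mean FPKM of the 2 mDA replicates (log axis) for each mDA-enriched gene, by whether the study lists a promoter DHS. Points are genes and black lines are medians, 32.9 with and 10.1 without a promoter DHS, and the groups overlap widely.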

Out of the 107 mDA-enriched genes, 59 contained promoter DHSs. 

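The transcription factor genes whose motifs the study found at promoter DHSs were expressed in mDA nuclei at levels well below those of *Th*, *Slc6a3*, *Slc18a2* and *Ddc*, and 0 of the 10 differed by 4-fold or more between HA+ and HA- nuclei. *Mlx* was the highest of them with a mean FPKM of 45.5 ± 4.80 (SD, n = 2 mDA libraries), followed by *Tfe3* with 31.9 ± 7.52 (SD, n = 2), *Bhlhe41* with 14.4 ± 0.594 (SD, n = 2) and *Bhlhe40* with 13.4 ± 2.69 (SD, n = 2). The circadian regulator gene *Clock* had 9.19 ± 0.622 (SD, n = 2), *Atf1* 8.21 ± 1.35 (SD, n = 2), *Max* 6.48 ± 2.59 (SD, n = 2) and *Creb1*, the gene of the cAMP-responsive activator, 4.07 ± 0.240 (SD, n = 2). *Mitf* was the lowest with 1.82 ± 0.707 (SD, n = 2). *Gmeb1*, which encodes a protein that binds the glucocorticoid modulatory element, had a mean FPKM of 4.82 ± 0.283 (SD, n = 2), with 6.39 in HA+ and 9.86 in HA- nuclei, 1.53-fold higher in the latter. Of the 10 genes of this list, *Tfe3* had the highest ratio in favour of HA+ nuclei (2.89) and *Bhlhe40* the lowest (0.375). Their median was 1.27-fold higher in HA- nuclei, at a percentile of 14.1 among random lists. *Gmeb1* (ENSMUSG00000028901) lies on the minus strand of chromosome 4 of mm9 from 131776940 to 131817517.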

To identify candidate transcription factors (TFs) that could regulate these mDA-enriched genes, we performed genomic sequence motif enrichment analysis at promoter DHSs and identified 11 TF-binding motifs (*p-value* < 0.0001, FPKM > 1)(Fig. 2d, Supplementary Fig. 3e). This analysis not only identified known regulators of mDA gene expression such as *Clock*^16^ and *Creb1*^17^, but also *Gmeb1* (glucocorticoid modulatory element binding protein-1). To ensure that *Gmeb1* was not an artifact of transcriptome pruning, we performed a similar analysis using the 394 HA^+^ enriched gene promoters, and it also identified *Gmeb1* (Supplementary Fig. 4b). Interestingly, *Gmeb1* is a TF not previously known to play a role in mDA gene expression, whose binding motif is not present among cortical neuron-enriched promoters (Supplementary Fig. 4a, c–e, Supplementary Data 3) despite its expression in cortical neurons^5^. Surprisingly, *Nurr1* and *Foxa2*, two TFs extensively studied for their role in mDA neuron development and function^18,19^, were absent from mDA promoter motif analysis. However, these TFs were identified as the top two candidates when a motif analysis was performed on distal DHSs (3 kb–1 Mb from TSS) of mDA-enriched genes (Fig. 2e, Supplementary Fig. 5, Supplementary Data 4).

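The factors named for distal DHSs differed in how far they were enriched in HA+ nuclei. *Foxa2* encodes a forkhead factor of the ventral midbrain, and its FPKM was 10.4 in HA+ and 1.22 in HA- nuclei (7.98-fold) and 9.74 ± 5.90 (SD, n = 2 libraries) in mDA nuclei, the widest relative spread of the 4. *Nr4a2* (*Nurr1*) was 16.7-fold higher in HA+ nuclei. *Arid5a* had an FPKM of 15.3 in HA+ and 10.2 in HA- nuclei (1.49-fold) and 12.3 ± 0.516 (SD, n = 2) in mDA nuclei, and *Mafg*, which encodes a small Maf protein, 60.4 and 42.3 (1.43-fold) and 43.7 ± 3.45 (SD, n = 2). The median ratio of the 4 genes was 3.45, at a percentile of 99.9 among random lists of the same size, with a ratio of at least 4 for 2 of them. Both of these are among the genes that the study chose on the HA pair. *Foxa2* (ENSMUSG00000037025) lies on chromosome 2 of mm9 from 147868613 to 147872705.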

To better understand the potential role of each of the 11 TF candidates in regulating the 59 mDA-enriched genes with accessible promoters, we assigned a “regulatory score” to each TF-gene pair where a higher score reflects a greater likelihood that the given TF would have the potential to regulate a given target gene through promoter DHS binding (Fig. 2f). To generate this predictive model, we designed four regulatory scoring schemes (Eqs. 1–4 in Methods) that associate gene expression with different TF-binding features to predict the regulatory effect for each of the 11 TFs on the expression level of the 59 genes. For each model we calculated the prediction error relative to the true expression level of the 59 genes (data used in Fig. 2b). We found that the most predictive scheme is the one that considered the TF binding affinity to the promoter DHS (represented by the binding *p-value*) and the distance of the DHS to the TSS (Supplementary Fig. 6, equation (3), see methods for details). Using this scheme, *Gmeb1* was predicted to regulate mDA “identity” genes, including those involved in dopamine synthesis (*Th*, *Ddc*), dopamine vescicular packaging (*Slc18a2*), dopamine reuptake (*Slc6a3*), and autoregulation (*Drd2*) (Fig. 2f, Supplementary Data 5).

### *Gmeb1* regulates transcription of mDA identity genes

*Gmeb1* has been shown to increase sensitivity to low glucocorticoid concentrations by acting as a transcription factor at the tyrosine transaminase promoter^20^, and has also shown to be a neuroprotective factor against oxidative stress^21^, but its role in mDA neuron function has not been previously implicated. Considering that the *Gmeb1* binding motif is present in 35% of the accessible promoters of mDA-enriched-specific genes (Fig. 2d) and that two of the key mDA genes, *Th* and *Dat*, are predicted to be its targets, we hypothesized that *Gmeb1* plays an important role in mDA neuron function. To test the transcriptional effects of *Gmeb1* knockdown in mDA neurons, we designed three shRNAs targeting *Gmeb1* and assessed their knockdown efficiency in N2A cells (Supplementary Fig. 7a, b). We then packaged the most efficient shRNA (sh1) into a vector (AAV-DIO-KASH-GFP-U6-shRNA), and delivered it into the midbrain of Dat-Cre mice (Fig. 3a). Two weeks after injection, midbrain tissue was dissected, and nuclei were isolated and immunostained for GFP. GFP^+^ (mDA) nuclei were FANS sorted and used for RNA-Seq to assess the transcriptional effects of Gmeb1 depletion. 

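The knockdown vector carries KASH-GFP under Cre control and an shRNA transcribed from the U6 promoter, so that GFP is meant to mark infected Cre-expressing nuclei. RNA of 400 GFP-sorted nuclei was sequenced for 2 libraries labelled shGmeb1 and 2 labelled shScramble, collected 14 days after injection. The expected counts summed to 22106295 and 17050488 in the libraries labelled shGmeb1 (replicates 1 and 2) and to 26319407 and 23266643 in the shScramble libraries. The paper lists 55215196, 49766691, 52780574 and 48760493 uniquely mapped reads for them, and the ratio of the summed counts, which include fractions of reads that map to several places, to these reads was 40.0%, 34.3%, 49.9% and 47.7%. These libraries are deep, but the ratios are lower than in the HA-sorted mDA libraries, and lowest in the libraries labelled shGmeb1.

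The shares of *Malat1* and of satellite-like gene models separated the groups, and that of immunoglobulin genes did not. *Malat1* took 4.35% and 6.14% of the counts in the libraries labelled shGmeb1 and 3.15% and 2.83% in shScramble. Gene models of satellite repeat sequence took 1.55% and 1.64% against 0.897% and 0.850%. Immunoglobulin genes took 0.228% and 0.607% in the libraries labelled shGmeb1, on either side of the 0.396% and 0.388% in shScramble. In the 4 HA-sorted libraries none of the satellite-like shares exceeded 0.0491% and none of the immunoglobulin shares 0.0446%.

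The authors made the values as for the mDA nuclei. Here, the expected counts were rounded to whole numbers, scaled by TMM and tested with edgeR's quasi-likelihood test over the 20086 genes that passed its expression filter, with Benjamini-Hochberg adjustment. The labels do not say which animals the replicates came from, so p-values measure the spread between these libraries. Log2 fold changes come from these counts and can differ from ratios of the FPKM. Those above 0 are higher in the libraries labelled shGmeb1. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 33 lists.

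**Figure D3:**
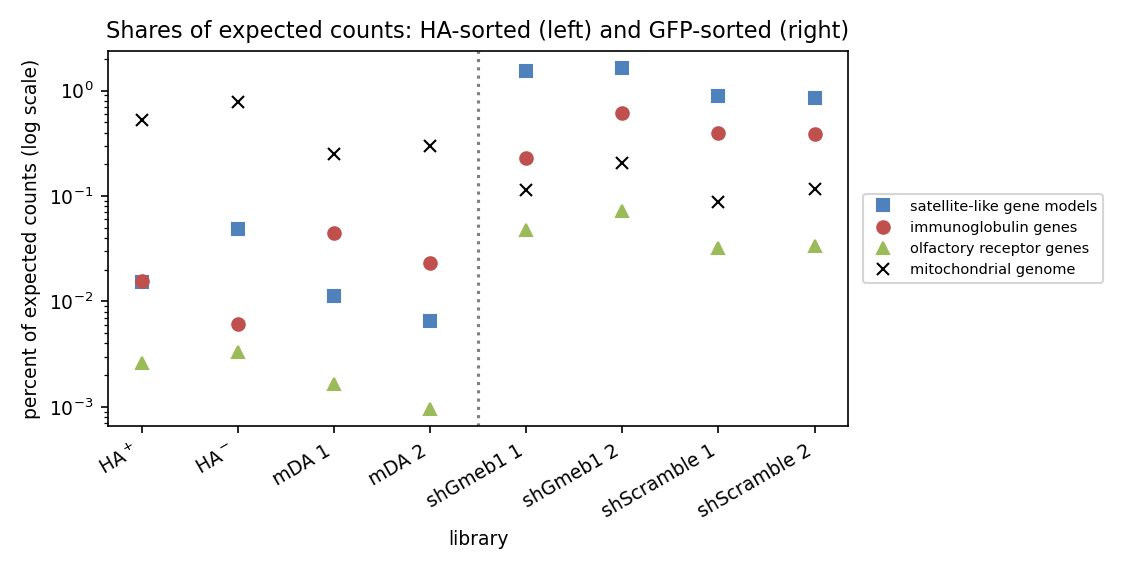
Share of the expected counts (percent, log axis) on 4 classes of genes in each of the 8 libraries. The 4 GFP-sorted libraries, right of the dotted line, lie above all 4 HA-sorted libraries for satellite-like, immunoglobulin and olfactory receptor genes.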

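Pearson's r of log2(FPKM + 1) over 37620 genes was 0.949 between the shScramble replicates and 0.926 between those labelled shGmeb1. With genes of an FPKM over 1 in either library only, it was 0.901 and 0.859, and Spearman's rho over all genes was 0.864 and 0.854. Libraries of different groups were about as close to each other, since shScramble replicate 1 and shGmeb1 replicate 1 had an r of 0.954 and the shScramble and shGmeb1 replicates 2 an r of 0.915. Single genes differed within a group too. *Slc6a3* had an FPKM of 148 and 136 in the shScramble replicates but of 4.03 and 28.3 in those labelled shGmeb1. The serotonin synthesis gene *Tph2* had an FPKM of 40.9 and 0.27 in the shScramble replicates. The common biological coefficient of variation was 0.694 in edgeR. These correlations are across genes, which are not independent replicates.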

Transcriptome analysis of two biological replicates of control (shScramble) and *Gmeb1* knockdown samples demonstrated high reproducibility (Supplementary Fig. 7c). *Gmeb1* knockdown resulted in downregulation and upregulation (FC > 2) of 99 and 78 genes, respectively, in mDA neurons (Fig. 3b, Supplementary Data 6 and 7). 

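In nuclear RNA, the shRNA target was not measured as lower in the libraries labelled shGmeb1. *Gmeb1* had an FPKM of 6.75 and 16.5 in them and of 6.28 and 10.7 in the shScramble libraries, a mean of 137% of the shScramble level. On expected counts, edgeR gave *Gmeb1* a log2 fold change of 1.05 (standard error 0.50, adjusted p = 0.677). Its direction held when any 1 of the 4 libraries was left out (log2 fold change 0.26 to 1.54). The paper's RT-qPCR in N2A cells (Supplementary Fig. 7b) and its Th and Dat immunostaining (Fig. 3d, e) run lower with shGmeb1, which does not settle what these libraries hold, and the FPKM columns of the supplementary tables carry the same labels. Every direction given here rests on the labels. Whether the labels are right, whether nuclear RNA of the target escapes degradation by the shRNA and whether 3′ bias of the libraries plays a part was not tested, so the value neither shows nor excludes a knockdown.

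Lists of dopaminergic and GABAergic genes had medians below 0 and those of the interferon response and antigen presentation above 0 in the libraries labelled shGmeb1, without a single gene past the test or a list call that held with an estimated correlation. No gene was past an adjusted p of 0.05 in edgeR's quasi-likelihood test, where the smallest adjusted p was 0.567. At an unadjusted p under 0.05, 810 genes were lower and 815 higher. These are 1625 genes in all, and 1004 in both directions together would be called by chance. DESeq2 called 152 genes lower and 184 higher, or 137 and 182 with a fold over 2 and a mean FPKM over 1 in the higher group, and 115 and 79 (95 and 78) with a prior on fold changes. The counts were 95 and 108 in edgeR without the filter on low counts, 5 and 5 in limma on log2(FPKM + 1), 0 and 0 in limma on log2(FPKM + 0.1), and 54 and 96 in edgeR's likelihood ratio test, which was added after the values were seen. Leaving out shGmeb1 replicate 2 gave 3 and 6 genes in edgeR, leaving out shGmeb1 replicate 1 gave 3 and 2, and leaving out either shScramble replicate gave 0 and 0.

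By limma's camera, 10 of the 33 lists were called, with a median log2 fold change of 0.03 over all genes. None of the 10 calls held with an estimated correlation, where the smallest adjusted p was 0.477. The 14 other midbrain dopamine neuron markers were lower (12 negative, median log2 fold change −1.94, adjusted p = 9.63e-06), as were the 105 tested mDA-enriched genes (74 negative, −0.55, adjusted p = 7.82e-05), the 59 of them with a promoter DHS (39 negative, −0.53, adjusted p = 0.00394) and the 12 genes of dopamine synthesis and handling (11 negative, −0.52, adjusted p = 0.0216). The study chose the mDA-enriched genes on other libraries of these cells, and 12 of the 14 other markers are among them. The lists were set after Supplementary Data 6, the study's lower genes in these libraries, had been seen. It holds the markers *Aldh1a1*, *Chrna6*, *Gucy2c* and *Ndnf* and the synthesis and handling genes *Th* and *Slc6a3*. The calls of these 2 lists are therefore not independent evidence of direction. The other lists not taken from the paper were also set after its lower and higher genes in these libraries had been seen. Their calls have the same limit. GABA-A receptor subunits (11 of 12 negative, −0.72, adjusted p = 0.00132), GABA neuron markers (11 of 14 negative, −0.32, adjusted p = 0.0431) and glycolysis enzymes (14 of 16 negative, −0.48, adjusted p = 0.00394) were lower too. With the replicate number as a block, 9 of the 10 calls were kept and that of GABA neuron markers was lost. *Gad1*, the gene of the main GABA-synthesizing enzyme, had an FPKM of 265 ± 4.97 (SD, n = 2) in shScramble and of 86.4 ± 5.42 (SD, n = 2) in the libraries labelled shGmeb1, and *Gabra1*, a GABA-A receptor subunit gene, 338 ± 32.9 (SD, n = 2) and 146 ± 8.65 (SD, n = 2). Higher were antigen presentation (12 of 13 positive, 1.04, adjusted p = 0.00394), the interferon response (22 of 25 positive, 0.54, adjusted p = 0.00287) and serotonin and acetylcholine neuron markers (6 of 7 positive, 1.62, adjusted p = 0.00461). The MHC class I light chain gene *B2m* had an FPKM of 253 ± 3.68 (SD, n = 2) in shScramble and of 588 ± 204 (SD, n = 2) in the libraries labelled shGmeb1, the interferon-induced *Bst2* 35.9 ± 2.02 (SD, n = 2) and 135 ± 87.6 (SD, n = 2), and the choline transporter gene *Slc5a7* 1.02 ± 0.884 (SD, n = 2) and 8.76 ± 2.95 (SD, n = 2).

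Leaving out shGmeb1 replicate 1 kept only the mDA-enriched genes (adjusted p = 0.0403) and the other midbrain dopamine neuron markers (adjusted p = 0.0268), and leaving out shScramble replicate 2 ended the calls of GABA neuron markers (adjusted p = 0.103), antigen presentation (0.103), dopamine synthesis and handling (0.207) and glycolysis (0.0814). Without shScramble replicate 1, the calls of GABA neuron markers (adjusted p = 0.148) and of the mDA-enriched genes with a promoter DHS (adjusted p = 0.0670) ended. The median of the serotonin and acetylcholine neuron markers ran from 0.46 without shGmeb1 replicate 1 (adjusted p = 0.105) to 4.30 without shScramble replicate 1 (adjusted p = 0.00736). Adjusted over the list alone, 9 of the other midbrain dopamine neuron markers, 4 GABA-A receptor subunits, 2 GABA neuron markers, 2 genes of dopamine synthesis and handling, 2 glycolysis enzymes and 1 mDA-enriched gene were lower, and 4 antigen presentation genes, 3 serotonin and acetylcholine neuron markers and 0 interferon response genes were higher.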

The down-regulated genes included 9 mDA-enriched genes (*Dat, Th, Cnpy1, Avpr1a, Gucy2c, Aldh1a1, Ndnf, Anxa1, Chrna6*). 

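The markers named had lower mean FPKM in the libraries labelled shGmeb1. *Cnpy1*, an FGF-signalling regulator gene of the midbrain, had a mean FPKM of 30.8 ± 1.58 (SD, n = 2) in shScramble and of 5.76 ± 1.79 (SD, n = 2) in the libraries labelled shGmeb1, and *Aldh1a1* 47.9 ± 18.1 (SD, n = 2) and 12.8 ± 3.20 (SD, n = 2). The nicotinic receptor subunit gene *Chrna6* stood at 38.2 ± 0.622 (SD, n = 2) and 11.9 ± 7.31 (SD, n = 2). The log2 fold changes were −2.52 for *Cnpy1* (standard error 0.36), −2.07 for *Aldh1a1* (0.38), −1.88 for *Chrna6* (0.45), −2.99 for the vasopressin receptor gene *Avpr1a* (0.71), −2.43 for *Ndnf* (0.64) and −3.55 for the guanylate cyclase gene *Gucy2c* (1.00). Each had an adjusted p of 0.567 in edgeR and passed in DESeq2, with adjusted p from 2.43e-07 for *Cnpy1* to 0.0119 for *Ndnf*. With single libraries left out, the log2 fold change of *Gucy2c* ran from −5.30 to −2.79 and that of *Ndnf* from −3.03 to −1.54. It ran from −3.74 to −2.51 for *Avpr1a*, −2.64 to −1.40 for *Chrna6*, −2.84 to −2.28 for *Cnpy1* and −2.41 to −1.68 for *Aldh1a1*. Over all alternatives, the adjusted p of these 6 genes ran from 1.59e-07 to 1.00.

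*Anxa1*, which encodes annexin A1, had a log2 fold change of −3.98 (standard error 1.18) and a wide spread, with a mean FPKM of 7.57 ± 6.55 (SD, n = 2) in shScramble and of 1.61 ± 0.375 (SD, n = 2) in the libraries labelled shGmeb1. The log2 fold change ran from −4.77 to −2.22 with single libraries left out. Its adjusted p was 0.0174 in DESeq2, and over all alternatives it ran from 0.0174 to 1.00. *Klhl1*, which encodes an actin-binding protein of neurons, was lower as well (18.8 ± 6.32 and 6.09 ± 3.22, SD, n = 2 each, log2 fold change −1.77, standard error 0.49, adjusted p = 0.0278 in DESeq2 and 0.00404 to 1.00 over all alternatives). The log2 fold change of *Klhl1* ran from −2.52 to −1.29 with single libraries left out. With *Th*, *Slc6a3*, *Klhl1* and *Anxa1*, DESeq2 called 10 mDA-enriched genes lower and 3 higher, and edgeR's quasi-likelihood test 0.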

Notably, both *Th* and *Dat*, whose promoters contain *Gmeb1* binding motifs, were significantly down-regulated following *Gmeb1* knockdown (Fig. 3c). 

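*Th* and *Slc6a3* (*Dat*) had much lower FPKM in both libraries labelled shGmeb1 than in either shScramble library. *Gmeb1* did not, which in nuclear RNA neither shows nor excludes a knockdown. *Th* stood at 22.0 and 64.3 in the former and at 182 and 225 in the latter, a mean of 21.3% of the shScramble level. *Slc6a3* stood at 4.03 and 28.3 against 148 and 136, or 11.4% of the shScramble level. *Slc18a2*, the vesicular transporter gene next in dopamine handling, was at 55.2% (103.68 and 43.38 against 118.19 and 148.18) and *Ddc* at 78.6%. A difference between the 4 genes was not tested.

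The log2 fold change of *Th* was −2.41 (standard error 0.49, adjusted p = 0.567 in edgeR), and that of *Slc6a3* was −3.34 (standard error 0.82, adjusted p = 0.567 in edgeR). Both passed in DESeq2 (adjusted p = 0.000154 for each). Over all alternatives, the adjusted p ran from 4.35e-10 to 0.861 for *Th* and from 5.47e-19 to 0.811 for *Slc6a3*. Without shGmeb1 replicate 2 they were −3.32 and −5.27, past the threshold in edgeR with adjusted p of 0.0298 and 0.00366, while the lone remaining library was assumed to vary like the others. Without shGmeb1 replicate 1 they were −1.87 and −2.56 (adjusted p = 0.147 and 0.0874), and neither passed without a shScramble replicate. For *Ddc* and *Slc18a2* the log2 fold changes were −0.68 (standard error 0.28, adjusted p = 0.617 in edgeR) and −1.01 (standard error 0.44, adjusted p = 0.644 in edgeR). That of *Slc18a2* ran from −1.85 without shGmeb1 replicate 1 to −0.49 without shGmeb1 replicate 2. The paper proposes *Gmeb1* as a regulator of *Th* and *Dat*. It rests this on their lower RNA in these libraries, the *Gmeb1* motifs and regulatory scores at their promoter DHSs, and immunostaining of both proteins.

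**Figure D4:**
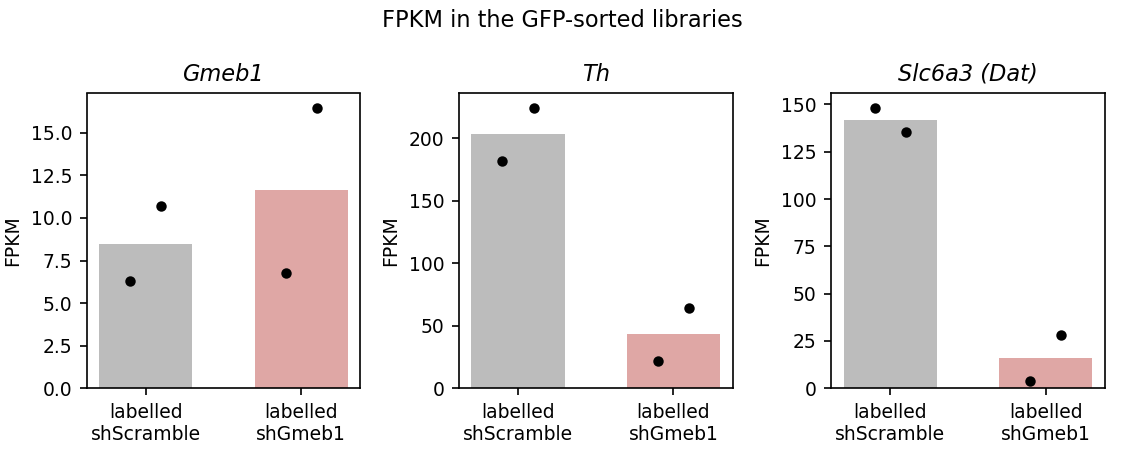
FPKM of *Gmeb1*, *Th* and *Slc6a3* in the GFP-sorted libraries. Points are the 2 libraries of each label and bars their mean, and *Th* (22.0 and 64.3 against 182 and 225) and *Slc6a3* separate by label while *Gmeb1* (6.75 and 16.5 against 6.28 and 10.7) does not.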

Immunostaining further confirmed depletion of *Th* and *Dat* at the protein level, in both midbrain and dorsal striatum, two principal projection regions for mDA neurons (Fig. 3d, e, Supplementary Fig. 8). Interestingly, a weak KASH signal was also detected in Th^-^ neurons in the shScramble group, suggesting that the vector may also be expressed in some non-mDA cells (Fig. 3d). This could be attributed to AAV design, where the knockdown vector (shScramble and shGmeb1) (Fig. 3a) contained a different backbone and promoter than the one used for nuclear tagging (Fig. 1b).

**Fig. 3:**
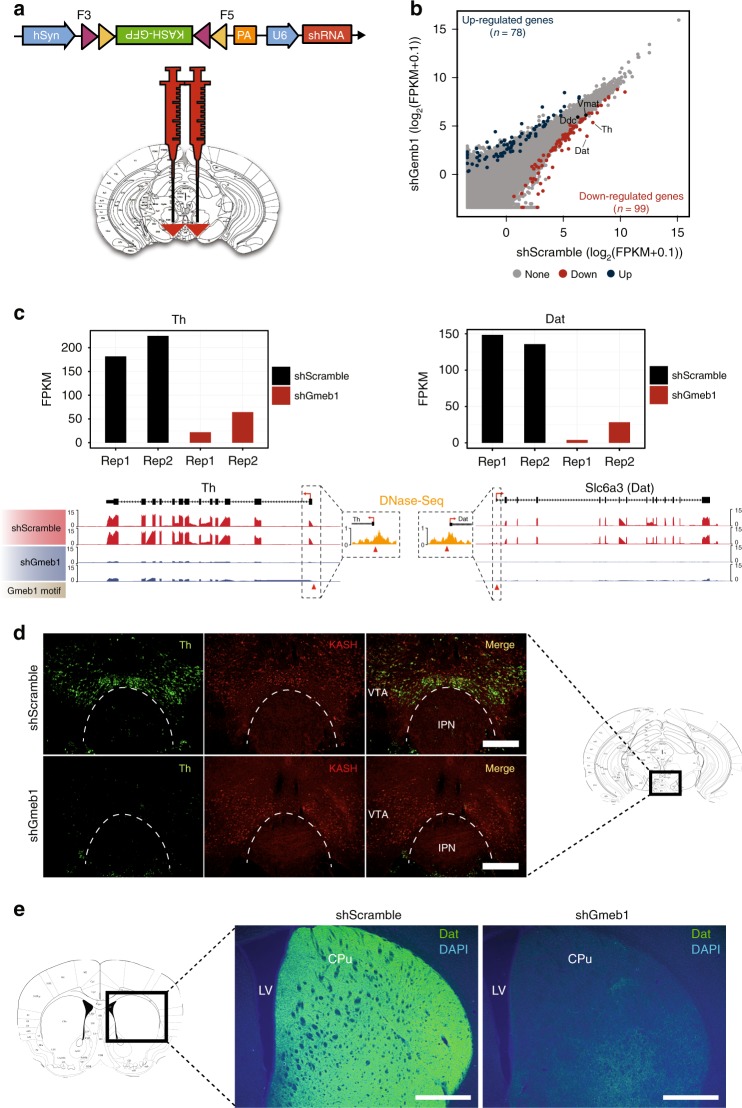
Midbrain *Gmeb1* knockdown results in loss of Th and Dat. **a** Diagram of the DIO-KASH-GFP-shRNA expressing vector (top) and location of midbrain virus injection in Dat-Cre mice (bottom). **b** Scatter plot comparing RNA-Seq data of mDA neurons of control (shScramble, *n* = 2) and *Gmeb1* knockdown (shGmeb1, *n* = 2). *Gmeb1* knockdown results in down-regulation of 99 genes (blue), including *Th* and *Dat*, and up-regulation of 78 genes (red) (fold change > 2; *p-value* < 0.05). **c** Histograms (RPKM) and genome browser view showing down-regulation of *Th* and *Dat* following *Gmeb1* knockdown. Dashed inserts: Location of *Gmeb1* motifs in promoter DHS for *Th* and *Dat* (red triangles). **d** Representative immunostaining pictures showing KASH-HA tagged mDA nuclei (red) and reduction of Th (green) in VTA of shGmeb1-treated mice. Box inserts reflect brain region where micrograph was obtained. Scale bar: 500 μm. Note: Coronal brain section was reproduced from ref. ^48^. (Copyright 2013, Elsevier, Academic Press). **e** Representative immunostaining pictures showing reduction of Dat (green) in caudate putamen (CPu) of shGmeb1-treated mice. LV; Lateral ventricle. Box inserts reflect brain region where micrograph was obtained. Scale bar: 500 μm. Note: Coronal brain section was reproduced from ref. ^48^. (Copyright 2013, Elsevier, Academic Press)

To ensure that the lack of Th or Dat protein signal was not due to cell death resulting from *Gmeb1* knockdown, we compared the transcriptome of mDA neurons 2 weeks after infection with viruses expressing shGmeb1 or shScramble. We found that none of the 7 queried apoptosis-related genes showed significant alteration in *Gmeb1* knockdown mDA neurons compared with the shScramble controls (Supplementary Fig. 9a). This result is consistent with the lack of significant increase in the number of cleaved caspase-3 positive mDA neurons (Supplementary Fig. 9b, c). However, these results cannot rule out the possibility that inflammatory processes may induce cell death by necrosis, or that cells may have already degenerated through apoptosis by this timepoint, leaving only the surviving cells for transcriptome analysis.

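Transcripts of the apoptosis genes that the study queried gave no call by label. *Cycs*, the gene of cytochrome c, had a mean FPKM of 105 ± 2.26 (SD, n = 2) in shScramble and of 133 ± 43.0 (SD, n = 2) in the libraries labelled shGmeb1. *Apaf1*, which encodes the scaffold of the apoptosome, had 7.61 ± 0.290 (SD, n = 2) and 11.8 ± 1.94 (SD, n = 2), and the initiator caspase gene *Casp9* 6.37 ± 0.233 (SD, n = 2) and 5.10 ± 1.04 (SD, n = 2). The executioner caspase gene *Casp3* varied within a label, with an FPKM of 6.44 and 0.95 in the libraries labelled shGmeb1.

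The log2 fold changes of the 7 genes ran from −0.99 for *Casp9* (standard error 0.44, adjusted p = 0.652 in edgeR) to 0.14 for *Casp8* (standard error 2.04, adjusted p = 0.994 in edgeR), which was close to the detection limit. With single libraries left out, *Casp8* ran from −3.00 to 4.28 and *Casp3* from −2.51 to 0.34. The median of the 7 genes was −0.35, and 0 of the 7 passed, over all genes or adjusted over the list alone (camera adjusted p = 0.307). A wider list of 25 apoptosis genes gave a median of −0.06 and a mean of 0.42 (camera adjusted p = 0.664). In it, the anti-apoptotic *Bcl2l1* had a log2 fold change of −0.44 (standard error 0.28, adjusted p = 0.770 in edgeR) and *Birc2* of −0.85 (standard error 0.27, adjusted p = 0.567 in edgeR). In counts simulated from the trend of the spread over expression, edgeR recovered 6% of 2-fold and 44% of 4-fold changes, so smaller changes were mostly not detectable. The simulated changes lay in well-counted genes only and had no gene-specific spread. Recovery for genes such as *Casp8* may therefore be lower.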

To address these possibilities, we first assessed the expression levels of genes involved in necrosis and found no significant alteration in response to *Gmeb1* knockdown (Supplementary Fig. 9d). 

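The necrosis and inflammation genes that the study queried also gave no call by label. *Stat1*, which transmits interferon signals, had a mean FPKM of 20.8 ± 2.21 (SD, n = 2) in shScramble and of 32.5 ± 7.40 (SD, n = 2) in the libraries labelled shGmeb1. *Hmgb1*, whose protein is released by necrotic cells, had 47.8 ± 2.89 (SD, n = 2) and 67.6 ± 25.2 (SD, n = 2), and *Irf3* 66.3 ± 16.5 (SD, n = 2) and 53.6 ± 12.8 (SD, n = 2). The largest log2 fold change was 1.78 for the TNF receptor gene *Tnfrsf1a* (standard error 0.80, adjusted p = 0.654 in edgeR), whose FPKM was 3.56 and 12.1 in the libraries labelled shGmeb1 and 2.36 and 1.68 in shScramble. With single libraries left out, the log2 fold change of *Tnfrsf1a* ran from 0.77 to 2.36 and that of *Nlrp3* from −3.58 to 1.43. Of the 11 genes, 10 could be tested, with a median log2 fold change of 0.08 (camera adjusted p = 0.957). None passed over all genes or adjusted over the list alone. That median ran from −0.04 to 0.27 when single libraries were left out.

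Genes of necroptosis and pyroptosis (11 tested) had a median of 0.43 and a mean of 0.04 (camera adjusted p = 0.418), with *Cyld* at 0.39 (standard error 0.31, adjusted p = 0.830 in edgeR) and *Ripk1* at 0.43 (standard error 0.61, adjusted p = 0.927 in edgeR). From its queried genes, cleaved caspase-3 staining, counts of mCherry+ neurons and TUNEL staining, the paper proposes that the loss of *Gmeb1* does not induce cell death.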

Next, we co-injected viruses expressing either shGmeb1 and cre-inducible mCherry (DIO-mCherry), or shScramble and DIO-mCherry into the substantia nigra pars compacta (SNc) of Dat-Cre mice. This approach ensured that mDA neurons could be identified and counted despite Th signal loss following *Gmeb1* knockdown. We found that *Gmeb1* knockdown in the SNc, while resulting in Th loss (Supplementary Fig. 10a), does not change the number of mDA neurons (mCherry^+^), thus suggesting no mDA neuron loss (Supplementary Fig. 10c). This inference was further supported by TUNEL assay, in which fragmented DNA, a hallmark of cell death, was rarely detected in either shGmeb1 or shScramble group (Supplementary Fig. 10a). In contrast, treatment with DNase-1, which induces DNA fragmentation, resulted in robust TUNEL signal (Supplementary Fig. 10a), suggesting that loss of *Gmeb1*, while abrogating *Th* and *Dat* expression, does not induce cell death.

While *Gmeb1* knockdown does not result in mDA neuron death, the transcriptional consequence of this manipulation could alter the basic electrophysiological properties of mDA neurons due to its effect on dopaminergic transmission. To explore this possibility, we tested the effect of *Gmeb1* knockdown on the excitability of SNc mDA neurons by current clamp, using the viral injection strategy described in Supplementary Fig. 10b. We found that loss of Gmeb1 did not significantly change the nature or frequency (Hz) of evoked action potentials (Fig. 4a, Supplementary Fig. 11) when compared with shScramble controls, nor the amplitude (mV) of the recorded potentials (Fig. 4b, Supplementary Fig. 11a). Furthermore, hyperpoloarization currents resulted in similar sag potentials in both groups (Supplementary Fig. 11b). Collectively, these results suggest that loss of Gmeb1 does not affect SNc mDA neuron excitability, firing rate or magnitude of evoked action potentials.

**Fig. 4:**
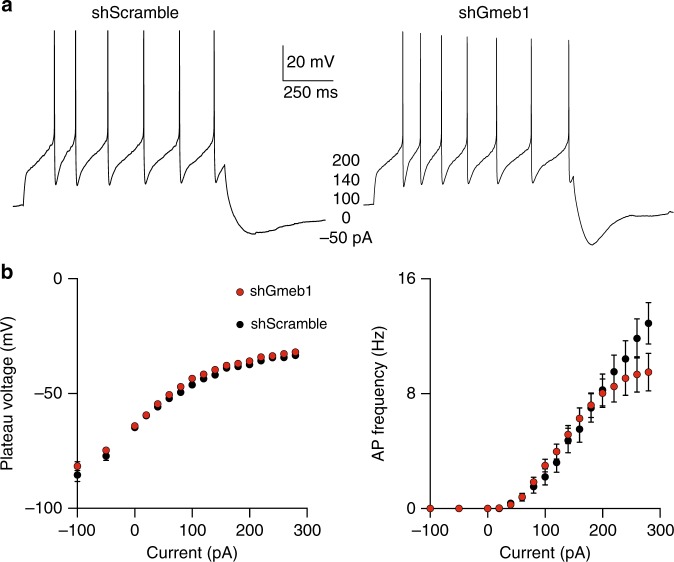
*Gmeb1* knockdown does not impair electrophysiological function in SNc mDA neurons. **a** Sample current-clamp recordings of action potentials from SNc mDA neurons following injection of depolarizing currents (pA). **b** *Gmeb1* knockdown does not affect the mean plateau voltage or AP frequency of SNc mDA neurons. Shown are the mean (±s.e.m.) plateau voltage (mV) curves (left) and the mean (±s.e.m.) action potential frequency (Hz) (right) of *Gmeb1* knockdown (*n* = 26 cells) or control (*n* = 19 cells) SNc mDA neurons following incremental current (pA) injection (right)

### *Gmeb1* is required for maintaining homeostatic motor coordination

Tyrosine hydroxylase (Th) is the rate-limiting enzyme in catecholamine synthesis^22^ and therefore depletion of Th results in loss of dopamine^23^. Dysregulation of dopamine signaling in humans has been associated with mood disorders, drug addiction and is the root cause of motor impairments associated with Parkinson’s disease (PD)—a neurodegenerative disorder characterized by progressive loss of nigral mDA neurons, resulting in reduced motor coordination, balance and increased muscle fatigue^2,3^. Given that *Gmeb1* plays a critical role in regulating *Th* expression, we next asked whether *Gmeb1* would be necessary to maintain normal motor functions. To this end, we tested mice with bilateral SNc *Gmeb1* knockdown in a battery of motor assessments, including the pole test, rotarod test, swim test and hanging wire test. In the pole test, a mouse is required to walk down a 50-cm grooved vertical pole from top to base, and animals with balance impairments will take longer to reach the base of the pole. We found that SNc *Gmeb1*-knockdown mice (shGmeb1) took more time to reach the base than control (shScramble) mice (Fig. 5a, Supplementary Movie 1; *n* = 11/group, ****p < 0.0001 with two-tailed *t*-test). Consistent with pharmacological models of dopamine depletion^24,25^, our results suggest that *Gmeb1* knockdown in SNc results in balance and coordination impairments.

**Fig. 5:**
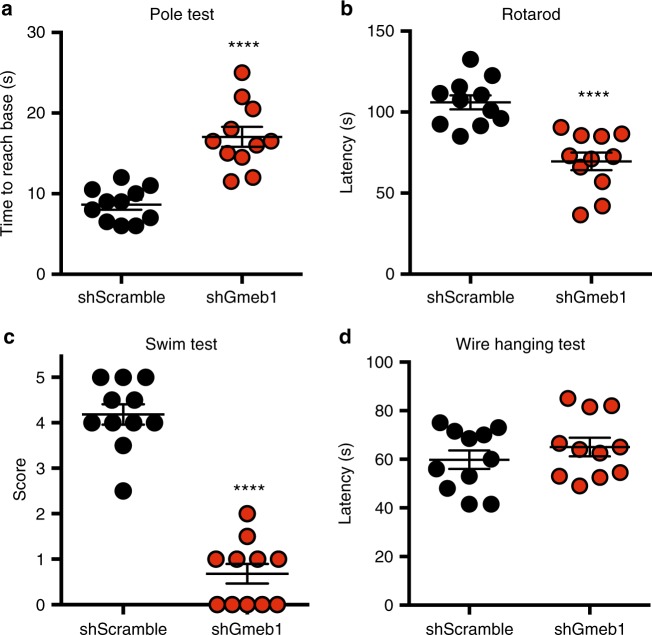
Midbrain *Gmeb1* knockdown results in motor impairments. **a** Dot plot representing mean (±s.e.m.) time (s) required for mice with midbrain knockdown of *Gmeb1* or shScramble control mice to reach bottom of pole (*n* = 11 per group, ****p < 0.0001 in two-tailed *t*-test). **b** Dot plot representing mean (±s.e.m.) latency (s) at which mice with midbrain knockdown of *Gmeb1* or shScramble control mice fall from rotarod or cling to apparatus without active locomotion (*n* = 11 per group, ****p < 0.0001 in two-tailed *t*-test). **c** Dot plot representing mean (±s.e.m.) score reflecting the ability of *Gmeb1* or shScramble to swim over a 5-min period (*n* = 11 per group, ****p < 0.0001 in two-tailed *t*-test). **d** Dot plot representing mean (±s.e.m.) latency (s) at which mice with midbrain knockdown of *Gmeb1* or shScramble control mice fall from horizontal wire (*n* = 11 per group, *p* = 0.3462 in two-tailed *t*-test)

The rotarod test, which requires mice to continuously walk on an accelerating rod over the span of 5 min is also used to measure balance and coordination^26^, and the “latency”—the amount of time the mouse stays on the rod without falling or clinging on, is recorded. We found that *Gmeb1* knockdown mice exhibited lower latency than control mice (Fig. 5b, Supplementary Movie 2, *n* = 11/group, ****p < 0.0001 with two-tailed *t*-test). This result indicates that *Gmeb1* knockdown impairs rotarod performance at lower speeds, and thus suggests a deleterious effect on balance and coordination, consistent with results of the pole test (Fig. 5a). However, since climbing and trotting are behaviors in which nearly all experimental mice have daily experience, we tested the animals’ ability to adapt to a new environment by performing an innate behavior in which they had no prior experience. To this end, we placed mice in a water-filled chamber and assessed the animals’ swimming ability over the span of 5 min. Using a scale of 0–5 where the higher score indicates greater swimming proficiency, *Gmeb1* knockdown mice showed almost complete inability to swim (Fig. 5c, *n* = 11/group, ****p < 0.0001 with two-tailed *t*-test). In contrast, when the shScramble mice were placed in the water-filled chamber, they adapted their motor repertoire and swam for at least 5 min while *Gmeb1* knockdown mice generally floated with their hind limbs spread horizontally and struggled to coordinate the hind limb movement necessary to swim (Supplementary Movie 3). These results suggest that *Gmeb1* knockdown results in motor deficits, especially when animals are challenged with a situation that requires a new form of motor response.

Lastly, to determine if muscle endurance contributed to the above *Gmeb1* loss-of-function phenotypes, we subjected the mouse cohorts to the hanging wire test. In this test, mice grasp a 2-mm diameter steel wire 40 cm above a padded surface so that the animal hangs by gripping the wire with its forepaws. The time (latency), required for the mouse to fall is recorded, where lower latency to fall indicates lower muscle endurance. We found no significant difference between the groups (Fig. 5d, Supplementary Movie 4, *n* = 11/group, *p* = 0.3462 with two-tailed *t*-test), suggesting that muscle endurance is not affected, and that the effects seen in the pole test, rotarod and swim tests are most likely due to deficits in balance and/or coordination. While muscle endurance is compromised in PD, this phenomenon can also be attributed in part to muscle atrophy^27^. Given that mice were tested approximately two weeks after virus injection, it is not surprising that this aspect of motor control was not yet affected by *Gmeb1* knockdown. Further, knocking down *Gmeb1* did not result in hypolocomotion, as measured by distance traveled (Supplementary Fig. 12). Taken together, while we cannot completely rule out the possibility that the defects on balance and coordination following Gmeb1 knockdown in SNc are due to non-mDA effects, these behavioral results are consistent with pharmacological models of dopamine depletion^24,25^, suggesting that the phenotypes are likely due to downregulation of *Th*.

## Discussion

Understanding transcriptional regulation of genetically-defined neuron populations in vivo has proven difficult due to the cellular heterogeneity of the mammalian brain. Despite efforts in profiling the mDA transcriptome using tools such as TRAP-Seq^28,29^ and single-cell RNA-Seq^30^, these approaches do not allow for chromatin analysis, and therefore do not provide mechanistic insights into how mDA genes are regulated—especially those directly involved in dopamine signaling. To overcome these technical hurdles, we developed an in vivo virus-based approach to tag and purify mDA nuclei for transcriptome and chromatin accessibility analysis (Fig. 1a).

mDA neurons play a central role in reward signaling and are widely implicated in psychiatric and neurodegenerative disorders^2,3^. Therefore, a better understanding of transcriptional regulation in this neuronal population is critical. To our knowledge, this is the first study to generate a genome-wide chromatin accessibility map of mDA neurons. By comparing transcriptome and accessible chromatin maps of mDA neurons to those of cortical neurons, we identified candidate TFs predicted to regulate mDA-enriched gene expression (Fig. 2d–f). While our TF motif analyses identified known mDA transcriptional regulators, such as *Nurr1* and *Foxa2*^18,19^ (Fig. 2e), it also uncovered novel transcriptional regulators, such as *Gmeb1*, whose function in mDA neurons was previously unknown.

As a proof-of-principle study, we demonstrated that *Gmeb1* plays an important role in regulating mDA-enriched genes, such as *Th* and *Dat*, which are essential for dopamine signaling (Fig. 3). Indeed, *Gmeb1* knockdown reduces *Th* and *Dat* expression, yet it does not affect mDA neuron survival (Supplementary Figs. 9, 10) or basic electrophysiological functions (Fig. 4). This suggests that while *Gmeb1* knockdown may not affect the ability of mDA neurons to communicate, due to the essential role of Th in dopamine synthesis, their reduced Th levels may compromise homeostatic dopamine signaling. Consistent with this notion, knockdown of *Gmeb1* in the SNc of adult mice resulted in motor deficits, similar to pharmacological models of PD^25^ (Fig. 5). Collectively, our study reveals *Gmeb1* as a novel transcriptional regulator essential for mDA neuron function.

A recent report has shown that it is possible to infer cell type-specific transcriptional regulators by using single-cell ATAC-Seq to catalog accessible chromatin regions from heterogeneous mouse forebrain tissue^6^. Indeed, identifying *Gmeb1* would not have been possible without generating an mDA-specific chromatin accessibility map. Therefore, reporting the role of *Gmeb1* in regulating the expression of mDA identity genes and in maintaining homeostatic motor control highlights the potential of combining cell-type specific chromatin accessibility profiling with RNA-Seq to identify novel transcriptional regulators. Further, this finding raises the possibility that other neuron populations in brain may be similarly regulated by otherwise unknown TFs. To this point, our nuclear tagging approach could be applicable to any Cre-expressing mouse line, thereby eliminating the necessity of breeding multiple lines to target a single neuron type and thus reducing the time required to produce nuclei from genetically-defined cell populations. Since nuclei are isolated from mouse brain in its native form, this cell type-specific approach could also enable the study of chromatin and transcriptional changes associated with neurodegenerative disease, including higher-order brain functions such as reward learning and motivation.

## Methods

### Animals

Female Dat-IRES-Cre heterozygous knock-in mice (Jackson Laboratories, 06660) were bred with male C57BL/6 J wildtype mice (Jackson Laboratories, 000664) to produce Dat-IRES-Cre heterozygous and wildtype offspring. Only male mice were used for profiling experiments whereas both male and female mice were used for histological analysis and establishment of the infection system. Mice were 8–12 weeks of age at the beginning of each experiment. All animal husbandry and behavioral procedures were conducted in strict accordance with the NIH Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee of Harvard Medical School.

### Genotyping

Around 21 days of age, mouse pups were weaned and their ears were clipped for genetic analysis. Genomic DNA was extracted using the hot sodium hydroxide and tris (HotSHOT) method^31^. Primers for the Dat wildtype and Dat-Cre mutant genes were: oIMR6625—common (5′-TGGCTGTTGGTGTAAAGTGG-3′); oIMR6626—wildtype reverse (5′-GGACAGGGACATGGTTGACT-3′), DAT-Cre–mutant reverse (5′-CCAAAAGACGGCAATATGGT-3′). Samples were processed for genetic amplification with PCR and analyzed on a 1.5% agarose gel with GelRed Nucleic Acid Stain. The band for the DAT-Cre wildtype gene was at 264 bp, and the Dat-Cre mutant gene was at 152 bp.

### Vector construction

To generate the AAV-DIO-KASH-HA vector, KASH sequence (kind gift from Dr. Feng Zhang, Broad Institute) was cloned into the DIO cassette of cDIO-L10-VHH-HA (kind gift from Dr. Jeffrey Friedman, Rockefeller University), replacing L10-VHH sequence. To generate the AAV-DIO-KASH-GFP-U6-shRNA vector, the EGFP sequence of the AAV-hsyn-cDIO-EGFP vector (Addgene 50457) was replaced by KASH-GFP sequence and then the U6-shRNA sequence was inserted after the polyA sequence. 

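Among annotated coding transcripts, the sh1 sequence matches the mRNA strand of *Gmeb1* and no other gene. Noncoding transcripts were not searched. All 21 bases match chromosome 4 of the mm9 genome from 131782154 to 131782174, within the coding sequence of *Gmeb1*, which is transcribed from the minus strand. The site is in exon 9 of 9 of the transcript Gmeb1-002 and in exon 11 of 11 of Gmeb1-001, and 4 annotated *Gmeb1* transcripts hold it. With 40 bases on each side, the plus strand reads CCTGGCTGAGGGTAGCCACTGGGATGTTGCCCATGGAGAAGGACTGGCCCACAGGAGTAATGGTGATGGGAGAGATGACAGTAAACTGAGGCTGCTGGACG. In the GFP-sorted libraries labelled shGmeb1, the *Gmeb1* FPKM was 6.75 and 16.5, against 6.28 and 10.7 in those labelled shScramble.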

To target mouse *Gmeb1*, 5′-ATTACTCCTGTGGGCCAGTCC-3′ shRNA sequence was used (sh1). Other Gmeb1 shRNA sequences tested were 5′-CTAAAACTCAAGTGATCTTGC-3′ (sh2) and 5′-TTTACCAGCATGACAAAGTTT-3′ (sh3). 

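Both sequences lie in the coding sequence of *Gmeb1* as well, written in the direction of its mRNA. For sh2, all 21 bases match chromosome 4 of mm9 from 131807612 to 131807632, in exon 1 of 9 of Gmeb1-002 and exon 3 of 11 of Gmeb1-001. For sh3, they match from 131790772 to 131790792, in exon 5 of 9 and exon 7 of 11. The 3 target sites are therefore in different exons, with sh1 nearest to the end of the gene. Each occurs in 4 annotated *Gmeb1* transcripts and in 0 coding transcripts of other genes, and the scramble sequence occurs in 0 annotated coding transcripts. No RNA-seq library of sh2 or sh3 was analysed here.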

The scramble sequence 5′-CCTAAGGTTAAGTCGCCCTCG-3′ was used as a control. All plasmids were expressed in *E. coli* and packaged into AAV serotype 5 by the Boston Children’s Hospital Viral Vector Core. AAV-hSyn-DIO-mCherry virus was purchased from Addgene (50459-AAV5).

### Stereotaxic surgery and viral delivery

Animals were anesthetized with a 1–3% isolflurane/oxygen mixture and mounted in a stereotaxic frame (Kopf Instruments, Tujunga, CA) at a “flat-skull” position. Using aseptic technique, a 5 mm longitudinal incision was made on the skin overlying the skull, exposing Bregma. Two small circular openings were drilled on the skull to expose the dura surface overlying the midbrain. Two bilateral injections (0.5 μl each at a flow rate of 0.2 μl per min) were made at the following coordinates: For midbrain, anterior-posterior (AP) −2.95 mm; medial-lateral (ML): ± 0.5 mm from midline; dorsal-ventral (DV): −4.2 mm from dura. For SNc, AP −2.95 mm; ML ± 1.4 mm from midline; DV −4.3 mm from dura. To ensure proper viral dispersion throughout midbrain parenchyma, the 30-gauge needle was left in place for 5 min before retracting.

### Tissue dissection, brain perfusion, and fixation

For RNA-Seq and liDNase-Seq, mice were euthanized by inhalation of CO_2_. Brains were rapidly removed and midbrain was dissected with a scalpel. Samples were immediately frozen in liquid nitrogen and then stored at −80 °C until processing for nuclear isolation. For histological analysis, mice were euthanized by inhalation of CO_2_ and immediately perfused through the ascending aorta with 0.9% saline, followed by 4% paraformaldehyde (PFA) in 0.1 M phosphate buffer saline (PBS; pH 7.4). Brains were harvested, postfixed overnight in 4% PFA, and then stored in 30% sucrose in 0.1 M phosphate buffer (pH 7.4) for 72 h. All brains were cut into 40 μm coronal sections on a cryostat, and the floating sections were stored in 0.1 M PBS with 0.01% sodium azide at 4 °C until processing for fluorescence immunolabeling.

### Nuclear isolation

Frozen midbrain samples were homogenized in 1 ml ice-cold homogenization buffer [320 mM sucrose, 5 mM CaCl_2_, 3 mM Mg(Ac)_2_, 10 mM Tris pH7.6, 0.1 mM EDTA, 0.1% NP40, 0.1 mM PMSF, 1 mM β-mercaptoethanol, 1% BSA, 1:250 RNasin Plus RNase Inhibitor (Clontech)] using a 1 ml Dounce homogenizer (Wheaton); 30 times with pestle A, followed by 30 times with pestle B. After 10 min on ice, the homogenate was filtered with 40 μm cell strainer (Fisher) and added 1 ml dilution buffer [50% OptiPrep density gradient medium (Sigma), 5 mM CaCl_2_, 3 mM Mg(Ac)_2_, 10 mM Tris pH 7.6, 0.1 mM PMSF, 1 mM β-mercaptoethanol] and mixed thoroughly with pipette. Loaded 0.5 ml lysate on the top of 0.5 ml 29% iso-osmolar OptiPrep solution (in PBS) in a 1.5 ml centrifuge tube and centrifuged at 6000×*g* for 10 min at 4 °C. After removing the supernatant, the nuclei were resuspended in wash buffer [2.5 mM MgCl_2_, 1% BSA in PBS, 1:500 RNasin Plus RNase Inhibitor (Clontech)] for immunostaining or FANS.

### Nuclear immunolabeling

Isolated nuclei suspended in wash buffer (1% BSA, 2.5 mM MgCl_2_ in PBS) were centrifuged (5 min at 1000×*g*) and supernatant was discarded. Nuclear pellet was then resuspended with rabbit anti-HA (1:200, 3724, Cell Signaling) or chicken anti-GFP (1:2000, Ab-13970, Abcam) in 200 μl wash buffer for 1 h and centrifuged (5 min at 1000×*g*). Supernatant was discarded and pellet was resuspended in 400 μl wash buffer for 5 mins and centrifuged again (5 mins at 1000*×g*). Nuclear pellet was then resuspended in donkey anti-rabbit 568 (1:500; A10042, Invitrogen) or TRITC-conjugated donkey anti-chicken secondary (1:500, 703–025–155, Jackson Immunoresearch) in 200 μl wash buffer for 1 h and then centrifuged (5 mins at 1000×*g*). Supernatant was discarded and pellet was resuspended in 400 μl wash buffer for 5 mins and centrifuged again (5 mins at 1000×*g*). Nuclei were resuspended with 1% DAPI in 300 μl wash buffer. All steps for nuclear staining were performed at 4 °C.

### Fluorescence immunolabeling

Floating sections (40 μm thickness) were processed for fluorescent immunostaining of HA, and TH. Sections were rinsed in 0.1 M PBS, pH 7.4, with 0.5% Triton-X 100 (PBT) and then blocked in 10% normal donkey serum/PBT for 1 h. Then, sections were incubated in the primary antibody in PBT at 4 °C overnight. The primary antibodies were diluted as follows: mouse anti-Th (1:500, SC-25269, Santa Cruz), rabbit anti-HA (1:800, 3724, Cell Signaling), Chicken anti-GFP (1:2500, Ab-13970, Abcam) and rat anti-Dat (1:500, GTX30992, GeneTex), Rabbit anti-Caspase-3 (1:500, Ab-13847, Abcam). The following day, the sections were rinsed and incubated in two of the following secondary antibodies: Alexa 568 donkey anti-rabbit (A10042, Invitrogen), Alexa 488 donkey anti-mouse (A21202, Invitrogen), FITC-conjugated donkey anti-chicken (703-095-155, Jackson Immunoresearch), TRITC-conjugated donkey anti-chicken (703-025-155, Jackson Immunoresearch), and Alexa 488 donkey anti-rat (A21208, Invitrogen) (all secondary antibodies were used at 1:500 concentration). Sections were incubated with secondary antibodies in PBS (in 2% donkey serum) for 2 h. Next, the sections were rinsed, mounted on slides with VectaShield (with DAPI) (H-1200, Vector Labs), and coverslipped. Controls included processing the secondary antibodies alone to verify background staining, processing each primary with the secondary antibody to verify channel-specific excitation, examining for autofluorescence in an alternate channel with tissue lacking that channel-specific probe. Only the brightness and/or contrast levels were adjusted post-acquisition and were imposed across the entire image.

### TUNEL assay

To analyze whether knocking down Gmeb1 would affect mDA neuron survival, 20 µm midbrain slices from Dat-Cre mice injected with either a 1:1 mixture of shGmeb1 virus and DIO-mCherry virus, or shScramble virus and DIO-mCherry virus. Midbrain slices were first immunolabeled with rabbit anti-mCherry (1:500, ab167453, Abcam) and mouse anti-Th (1:500, SC-25269, Santa Cruz) antibodies, followed by TUNEL assay, using the Click-iT Plus TUNEL Assay for In Situ Apoptosis Detection kit-Alexa Fluor 647 dye (Thermo Fisher C10619). As a positive control, midbrain slices were pre-treated with DNase-1 (1 unit/50 µl), which generated positive TUNEL signals by inducing DNA double strand breaks.

### Electrophysiology

Eight week-old Dat-Cre heterozygous male received SNc injections of a 1:1 virus mixture, with one side receiving a control mix (DIO-mCherry/shScramble; 0.5 µl total volume) and the contralateral SNc receiving the knockdown mix (DIO-mCherry/shGmeb1; 0.5 µl total volume). Two weeks following injections, brains were collected and 300 µm coronal slices were cut in ice-cold artificial cerebrospinal fluid (ACSF) containing (in mM) 125 NaCl, 2.5 KCl, 25 NaHCO_3_, 2 CaCl_2_, 1 MgCl_2_, 1.25 NaH_2_PO_4_, and 25 glucose (295 mOsm/kg). Slices were transferred and treated for 10 min in a chamber at 32 °C containing choline-based solution consisting of (in mM): 110 choline chloride, 25 NaHCO3, 2.5 KCl, 7 MgCl2, 0.5 CaCl2, 1.25 NaH2PO4, 25 glucose, 11.6 ascorbic acid, and 3.1 pyruvic acid before transferring to a second chamber with ACSF at 32 °C for at least 30 min. Recordings were performed at 32 °C in carbogen bubbled ACSF. K-based internals for current-clamp to measure neuron intrinsic properties (in mM: 135 KMeSO_3_, 3 KCl, 10 HEPES, 1 EGTA, 0.1 CaCl_2_, 4 Mg-ATP, 0.3 Na-GTP, 8 Na_2_-Phosphocreatine, pH 7.3 adjusted with KOH; 295 mOsm·kg^−1^). Under current-clamp, we maintained membrane potential at −65 mV by injecting current, then increased current by incremental steps, starting from −100 to 300 pA. Data obtained were analyzed using the parameters described in Wallace et al.^32^.

### RNA-Seq

FANS-sorted nuclei were directly sorted to RLT plus buffer (Qiagen). Total RNA and DNA were prepared from the same samples. Total RNA samples from 400 nuclei were reverse transcribed and amplified using SMARTer Ultra Low Input RNA cDNA preparation kit (Clontech). cDNAs were then fragmented using the Covaris M220 sonicator (Covaris). The fragmented cDNAs were end-repaired, adaptor ligated and amplified using NEBNext Ultra DNA Library Prep Kit for Illumina according to the manufacturer’s instruction (New England Biolabs). Single end 100 bp sequencing was performed on a HiSeq2500 sequencer (Illumina).

### Low-input DNase-Seq

Low-input DNase-Seq (liDNase-Seq) libraries were prepared as previously described^12^. Nuclei were collected in 1.5 ml tubes in PBS with BSA during sorting. A total of 500 nuclei were pelleted and resuspended in 36 μl lysis buffer (10 mM Tris-HCl, pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Triton X-100) and incubated on ice for 5 min. DNase I (10 U/μl, Roche) was added to the final concentration of 40 U/ml and incubated at 37 °C for 5 min. The reaction was stopped by adding 80 μl Stop Buffer (10 mM Tris-HCl, pH 7.5, 10 mM NaCl, 0.15% SDS, 10 mM EDTA) containing 2 μl Proteinase K (20 mg/ml, Life technologies). Then 20 ng of a circular carrier DNA [a pure plasmid DNA without any mammalian genes was purified with 0.5× Beckman SPRIselect beads (Beckman Coulter) to remove small DNA fragments] was added. The mixture was incubated at 50 °C for 1 h, then DNA was purified by extraction with phenol-chloroform and precipitated by ethanol in the presence of linear acrylamide (Life technologies) overnight at −20 °C. Precipitated DNA was resuspended in 50 μl TE (2.5 mM Tris, pH 7.6, 0.05 mM EDTA), and the entire volume was used for sequencing library construction.

Sequencing library was prepared using NEBNext Ultra DNA Library Prep Kit for Illumina (New England Biolabs) according to the manufactures’ instruction with the exception that the adaptor ligation was performed with 0.03 μM adaptor in the ligation reaction for 30 min at 20 °C, and that PCR amplification was performed using Kapa Hifi hotstart readymix (Kapa Biosystems) for 8-cycles. The PCR products were purified with ×1.3 volume of SPRIselect beads (Beckman Coulter) and then size selected with ×0.65 volume followed by ×0.7 volume of SPRIselect beads. The samples were amplified again with Kapa Hifi hotstart readymix. The PCR product was purified with ×1.3 volume of SPRIselect beads and then size selected with ×0.65 volume followed by ×0.7 volume of SPRIselect beads. The DNA was eluted in TE. The libraries were sequenced on a Hiseq2500 with single-end 100 bp reads (Illumina).

### RNA-Seq analysis

All RNA-Seq data used in this study (produced by our lab or from public datasets), were mapped to the mm9 genome. Prior to mapping, raw RNA-Seq datasets were first trimmed using Trimmomatic^33^ (v.0.36). Illumina sequence adaptors were removed, the leading and tailing low-quality base-pairs (less than 3) were trimmed, and a 4-bp sliding window was used to scan the reads and trim when the window mean quality dropped below 15. Next, reads with a length of at least 50-bp were mapped to the genome using STAR^34^ (v.2.5.2b) with the following parameters: –outSAMtype BAM SortedByCoordinate –outSAMunmapped Within –outFilterType BySJout–outSAMattributes NH HI AS NM MD–outFilterMultimapNmax 20–outFilterMismatchNmax 999. The resulting bam files were then passed to RSEM^35^ to estimate genes and isoform abundance given the Ensemble NCBIM37.67 transcriptome assembly.

### Differential gene expression analysis

The R/Bioconductor DESeq2^36^ package was used to detect the differentially expressed genes between purified mDA neurons and public Exc, PV and VIP samples^5^. Genes showing more than four-fold expression change and a *q*-value < 0.001 were considered as differentially expressed. In the case where only a single replicate was available (HA^+^ vs. HA^−^), only genes with an expression level of FPKM > 1 and that showed at least a four-fold expression change were considered. For the *Gmeb1* knockdown RNA-Seq data, a lower cutoff criterion (FPKM > 1, *q-*value < 0.05 and FC > 2) was used due to the variability between the knockdown samples.

### Functional enrichment analysis

The enrichGO and enrichKEGG function from the R/Bioconductor clusterProfiler^37^ package were, respectively, used to perform GO and pathway enrichment analysis. Only the GO terms and pathways with an adjusted *p-*value < 0.05 were considered. The associated GO and pathway enrichment plots were generated using the ggplot2^38^ package.

### Plot generation

Heatmaps were generated using the R/Bioconductor package ComplexHeatmap^39^. Boxplots were generated using the standard R boxplot function. All the other plots were generated using the ggplot2 package.

### DNase-Seq data analysis

Raw 100-bp single-end DNaseq-Seq reads were first trimmed with Trimmomatic^33^ (v.0.36) with parameters similar to those used in RNA-Seq, except that trimmed reads were allowed to have a length of at least 25-bp. Next, we used Bowtie2^40^ to map the trimmed reads to the mm9 genome without allowing any mismatches. Unmapped reads and reads with mapping quality less than 10 were filtered out using samtools^35^ (v.1.3.1). DNaseq-Seq peaks were then called using macs2^41^ with the parameters–broad–nomodel–nolambda. Peaks with a *q-*value < 0.05 were considered for further analysis.

### ATAC-Seq analysis

ATAC-Seq reads for each replicate of Exc, PV and VIP neurons^5^ were mapped to the mm9 genome. Raw reads were first trimmed using Trimmomatic with the same parameters used for liDNase-Seq analysis. The trimmed pair-end reads were then mapped using Bowtie2 with parameter-X 2000. Unmapped reads, reads with mapping quality less than 10 and reads mapping to the mitochondrial genome were discarded. Macs2 was then used with parameters–broad–nomodel–nolambda to call peaks. Peaks with *q-*value < 0.05 were considered.

### Peaks genomic annotation

NCBIM37.67 was used as a source of gene annotation. Mainly, the annotatePeak function from the R/Bioconductor ChIPpeakAnno^42^ package was used for genomic annotation. Promoters were defined by ±3kb from TSS of the transcripts, and all regions that did not fall within exons, introns, or UTRs were classified as distal intergenic regions.

### Promoter DHS motif analysis

Motif analysis was performed using the R/Bioconductor PWMEnrich package^43^. To find motifs enriched at the promoters of mDA-enriched genes, we first constructed a lognormal background motif distribution of the 200-bp chunks generated from the TSS ± 3 kb of all the annotated NCBIM37.67 mouse (mm9) genes. As a foreground, we used the mDA DHS peaks located within 3 kb from the TSS of the 107 mDA-enriched genes. A total of 59 genes out of 107 mDA-enriched genes contained a promoter DHS. The motifEnrichment function was used to detect the most enriched motifs.

### Distal DHS motif analysis

To locate distal regulators of mDA neurons, we selected DHSs located 3 kb to 1 Mb away from TSS for each of the 107 mDA-enriched genes. Next, we constructed a lognormal background motif distribution of the 200-bp chunks generated from the non-specific distal mDA DHS that overlapped with ATAC-Seq peaks in VIP, PV or Exc neurons. Then, the motifEnrichment function was used to find the enriched motifs. Because the most enriched distal motifs in our analysis were known mDA neurons regulators (Nurr1 and Foxa2), we adjusted the *p*-value to < 1e−2 and mRNA expression level to FPKM > 1 to reveal potential new distal regulators.

### Associating promoter-enriched TF with their target genes

Motif analysis only produced a list of over-represented TF binding-site (TFBS) in promoter DHS, but did not directly indicate which TF would regulate which gene(s). To predict the potential of a given TF to regulate a gene, we calculated a TF regulatory score (TFRS) for each TF-gene pair. Initially, we defined four regression models (elastic net regression) by finding a correlation between gene expression and different TF binding features, then, we selected the model with the best predictive outcome. Three features were considered: (i) the binding affinity of the TF to the gene’s promoter DHS (represented by the TF motif *p-value*), (ii) the strength of the gene’s promoter DHS peak signal (RPKM) and (iii) the distance of the promoter DHS peak to the gene’s TSS.

For each model, the 59-gene by 11-TF matrix was constructed in which the TFRS score of *TF*_*i*_ to a gene *g* was calculated with one of the following model scores:

1 $${\mathrm{TFRS}}_{ig}^{p{\mathrm{val}}} = - {\mathrm{log}}_{10}\left( {{p\mathrm{value}}_{ig}} \right)$$

2 $${\mathrm{TFRS}}_{ig}^{p{\mathrm{val}}\_{\mathrm{DHS}}} = - {\mathrm{log}}_{10}\left( {{p\mathrm{value}}_{ig}} \right) \times {\mathrm{RPKM}}_{{\mathrm{DHS}}\left( g \right)}$$

3 $${\mathrm{TFRS}}_{ig}^{{p\mathrm{val}}\_{\mathrm{dist}}} = - {\mathrm{log}}_{10}\left( {{p\mathrm{value}}_{ig}} \right) \times \exp \left( { - d_{ig}/100} \right)$$

4 $${\mathrm{TFRS}}_{ig}^{p{\mathrm{val}}\_{\mathrm{DHS}}\_{\mathrm{dist}}} = - \log _{10}\left( {p{\mathrm{value}}_{ig}} \right) \times {\mathrm{RPKM}}_{{\mathrm{DHS}}(g)} \times {\mathrm{exp}}( - d_{ig}/100)$$

Where: RPKM_DHS(*g*)_ is the liDNase-Seq RPKM value of the promoter DHS of gene *g*, and *p*value_*ig*_ is the enrichment *p-*value of the *TF*_*i*_ motifs at the promoter DHS of gene *g*. *d*_*ig*_ is the distance (in bp) between the promoter DHS and the gene *g*.

For each model, we used the caret package to train an elastic net regression from the glmnet package, with the following objective function:

5 $$\mathop {{\min }}\limits_{\left( {\beta _0,\beta } \right) \in {\Bbb R}^{p + 1}} \frac{1}{{2N}}\mathop {\sum }\limits_{g = 1}^N \left( {y_i - \beta _0 - x_g^T\beta } \right)^2 + \lambda \left[ {\left( {1 - \alpha } \right)\parallel \beta \parallel _2^2 + \alpha \parallel \beta \parallel _1} \right]$$

Where *λ* ≥ 0 is the regularization parameter and *α* ∈ [0,1] is a tradeoff between ridge and lasso regression. The parameters were selected by varying *λ* between 0 and 2 and *α* between 0 and 1 with a with a 0.1 step. *N* = 59 represents the number of genes and $$\beta \in {\Bbb R}^p$$ such as *p* = 11 (the number of TFs) are the coefficients to learn.

The performance of the models was evaluated using the root mean square error (RMSE) metric (Supplementary Fig. 6). Due to the limited number of genes (59), we trained the models using a 2-fold cross-validation. The model with the smallest RMSE was selected (in our case *p-*value + distance to TSS).

### Associating distal DHS enriched TFs with their target genes

The TFs enriched in distal DHS have the potential to regulate the expression of genes from different distal open chromatin regions through chromatin loop formation. Thus, we assumed that the closer a TF binding site was to a TSS, the more regulatory effect this TF could have on the target gene. This assumption is based on the power-law decay observed for the chromatin loop formation probability calculated from Hi-C data^44^. Thus, we introduced an exponential decay penalty to account for this effect.

Given a *TF*_*i*_ enriched at a distal DHS and a target gene *g*. The best TFRS scoring scheme was as follows:

6 $${\mathrm{TFRS}}_{ig} = \mathop {\sum }\limits_{{\mathrm{dhs}}_k\; \in \;{\mathrm{TSS}}_g\; \pm \;1\,{\mathrm{Mb}}} - \log _{10}({p\mathrm{value}}_{ik}) \times {\mathrm{RPKM}}_{{\mathrm{dhs}}_k} \times {\mathrm{exp}}( - \frac{{d_{ig}}}{{10\,{\mathrm{kb}}}})$$

Were *dhs*_*k*_ is DHS located within a 1-Mb window around the TSS of gene *g* and *d*_*ig*_ is the distance between *TF*_*i*_ and the gene *g*. *p*value_*ik*_ is the enrichment *p*-value of the *TF*_*i*_ motifs at *dhs*_*k*_.

### Pipeline automation, statistical analysis, and genome visualization

The RNA-Seq, ChIP-Seq, and ATAC-Seq mapping pipelines were automated using Bpipe^45^. All statistical and descriptive analyses were performed in the R environment (http://www.r-project.org/).

### Genomic tracks generation

The generated RNA-Seq, DNaseq-Seq, and ATAC-Seq genomic tracks were scaled to a read-per-million mapped reads genomeCoverageBed command from bedtools, then converted to bigwig format using the UCSC Genome Browser’s bedGraphToBigWig utility. All genomic tracks visualization were performed using IGV^46^. Tracks of Fig. 3c were generated using GViz^47^.

### Genomic datasets

All the datasets generated in this study are described in Supplementary Data 8. The RNA-Seq and ATAC-Seq datasets for VIP, PV and excitatory neurons analyzed in this study were all from GSE63137^5^.

### Pole test

C57BL/6 mice with either shGmeb1 or shScramble virus injection were subjected to the pole test. Mice were placed at the top of a 50 cm grooved metal pole with a diameter of 1 cm with the head pointing down. The time from initial placement on the top of the pole to the time the mouse reaches the base of the pole (forelimb contact with platform) was recorded with a stopwatch, representing the pole test score (seconds). Following a 30-min rest period in their home cage, the trial was repeated and both scores were then averaged to represent the composite score shown in Fig. 5a. Note: All behavior tests were performed approximately two weeks following shGmeb1 or shScramble virus injection.

### Rotarod test

C57BL/6 mice with either shGmeb1 or shScramble virus injection were subjected to the rotarod test. Each mouse underwent a habituation period, followed by two test trials. For habituation, mice were placed on the rotarod apparatus (Ugo Basile SRL, Varese, Italy) for 5 min at a speed of 4 RPM and then returned to their home cage for 10 min. Number of falls during the habituation period was recorded. For the testing session, mice were again placed in the rotarod apparatus rotating at an initial speed of 4 RPM. The speed gradually increased from 4 RPM to 40 RPM over the span of 3 min, and remained at 40 RPM for the final 2 min of the 5-min testing session. The time at which the mouse either fell from the rotarod or grasped on to the rotarod for 1 revolution without trotting was recorded and termed as the “latency” score. Once the latency score was obtained, the testing session ended and the mouse returned to its home cage. The testing session was repeated 30 min later. Scores for each session were averaged to represent the composite score shown in Fig. 5b.

### Swim test

C57BL/6 mice with either shGmeb1 or shScramble virus injection were subjected to the swim test. Mice were placed inside a 2 L beaker (13 cm diameter) filled with 1400 ml of water at 25 °C and were allowed to swim for 5 min, during which time the animals’ swimming dexterity was scored. The swimming score (range 0–5) was assigned as follows: 5: continuous swimming (>80% of session); 4: continuous swimming (>60% of session) with occasional bouts of floating; 3: equal time (±10%) spent floating/swimming; 2: floating with occasional bouts of swimming (<20% of session); 1: Same as score of 2, but swimming bouts display limited hind limb paddling motion; 0: mice removed from the swim chamber before 5 min due to drowning. To prevent unnecessary distress, mice were removed from the chamber at the first sign of drowning. At the conclusion of the test, mice were removed, dried and returned to their home cage. Swim scores were averaged to represent the composite score shown in Fig. 5c.

### Hanging wire test

C57BL/6 mice with either shGmeb1 or shScramble virus injection were subjected to the hanging wire test. Mice were placed on top of a steel wire 2 mm in diameter, suspended 40 cm above soft padding material. Placement of the mouse was such that both forepaws completely gripped the steel wire while the body hanged below. Once the mouse was placed on the steel wire, the time was recorded with a stopwatch until the mouse fell from the wire and landed on the soft padding surface. The amount of time the mouse hanged on the wire without falling was termed the “latency” score. The test was repeated twice with a 30-min interval between trials, during which the mouse was returned to its home cage. Latency scores from both trials were averaged to represent the composite score shown in Fig. 5d.

### Open-field locomotion

C57BL/6 mice with either shGmeb1 or shScramble virus injection were subjected to open field locomotion test. Prior to testing, mice were habituated in the room for at least 30 min and then placed in the center of the open-field arena (Med Associates, ENV-510). The mouse was allowed to move freely in the arena for 30 min, which would be recorded as beam breaks and recorded as “distance traveled”. At the conclusion of the test, the mouse was removed and returned to its home cage. Distance traveled (cm) scores for each group were averaged to represent the composite scores shown in Supplementary Fig. 10.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Information

Supplementary Data 1-8

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

## Data Availability

The accession number for the RNA-seq and liDNase-seq data presented in this study is available from the Gene Expression Omnibus (GEO) database under accession GSE106956.

## Code availability

Additional custom codes used for bioinformatics analysis are available upon request.

# Supplementary material for: In vivo nuclear capture and molecular profiling identifies Gmeb1 as a transcriptional regulator essential for dopamine neuron function
**Source:** Nat Commun. 2019 Jun 7;10:2508. doi: 10.1038/s41467-019-10267-0
**Supplement:** Supplementary file 1 — Supplementary Information

***In vivo* nuclear capture and molecular profiling identifies *Gmeb1* as a transcriptional regulator essential for dopamine neuron function**

Supplementary Figures

a

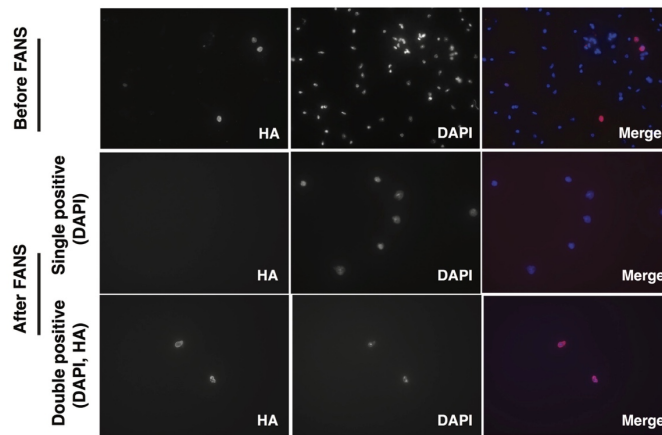

b

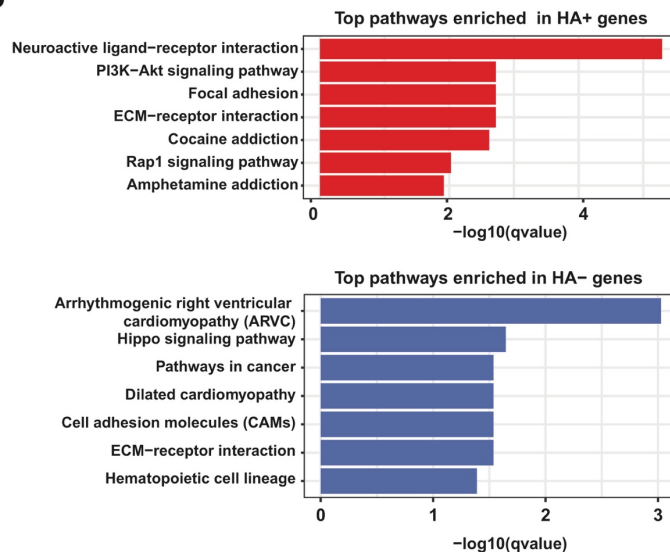

Supplementary Figure 1 | (Related to Figure 1) FANS sorting of HA-tagged mDA nuclei and pathway enrichment analysis

- (a) FANS sorting results: Upper panel, midbrain nuclear mixture before FANS sorting – 20x micrographs showing HA⁺ nuclei (fluorescence immunostained, left), DAPI⁺ nuclei (middle), and merged view (right). Middle panel, single-positive (HA⁻/DAPI⁺) nuclei following FANS – 40x micrographs show negative signal for HA (left), positive signal for nuclei (middle), and merged view (right). Bottom panel, double-positive (HA⁺/DAPI⁺) nuclei following FANS – 40x micrographs show positive signal for HA (left), positive signal for nuclei (middle), and merged view showing colocalization of signal (right).
- (b) KEGG pathway enrichment of HA⁺ and HA⁻ cells ($q\text{-value} < 0.05$).

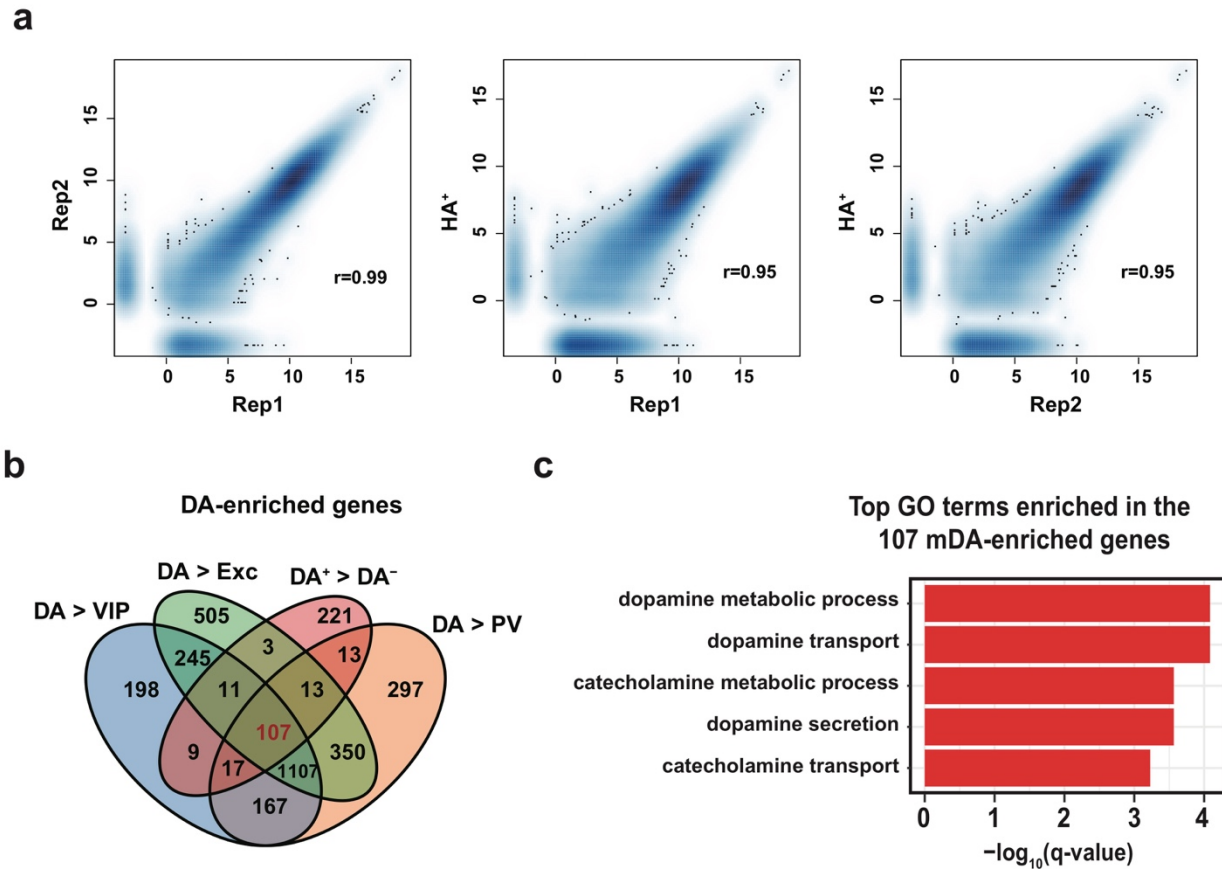

Supplementary Figure 2 | (Related to Figure 2) mDA neuron transcriptome analysis

- (a) Scatter plot showing the R-squared correlation between the two mDA neuron samples and the HA+ RNA-Seq data
- (b) Venn diagram showing the number of genes enriched in mDA neurons compared to those in cortical neuron subtypes (DESeq2, q -value < 0.001 and FC > 4). 107 genes were highly expressed in mDA neurons compared to PV-, VIP-expressing and excitatory cortical neurons.
- (c) KEGG pathway enrichment of the 107 mDA neuron-enriched genes (q -value < 0.05).

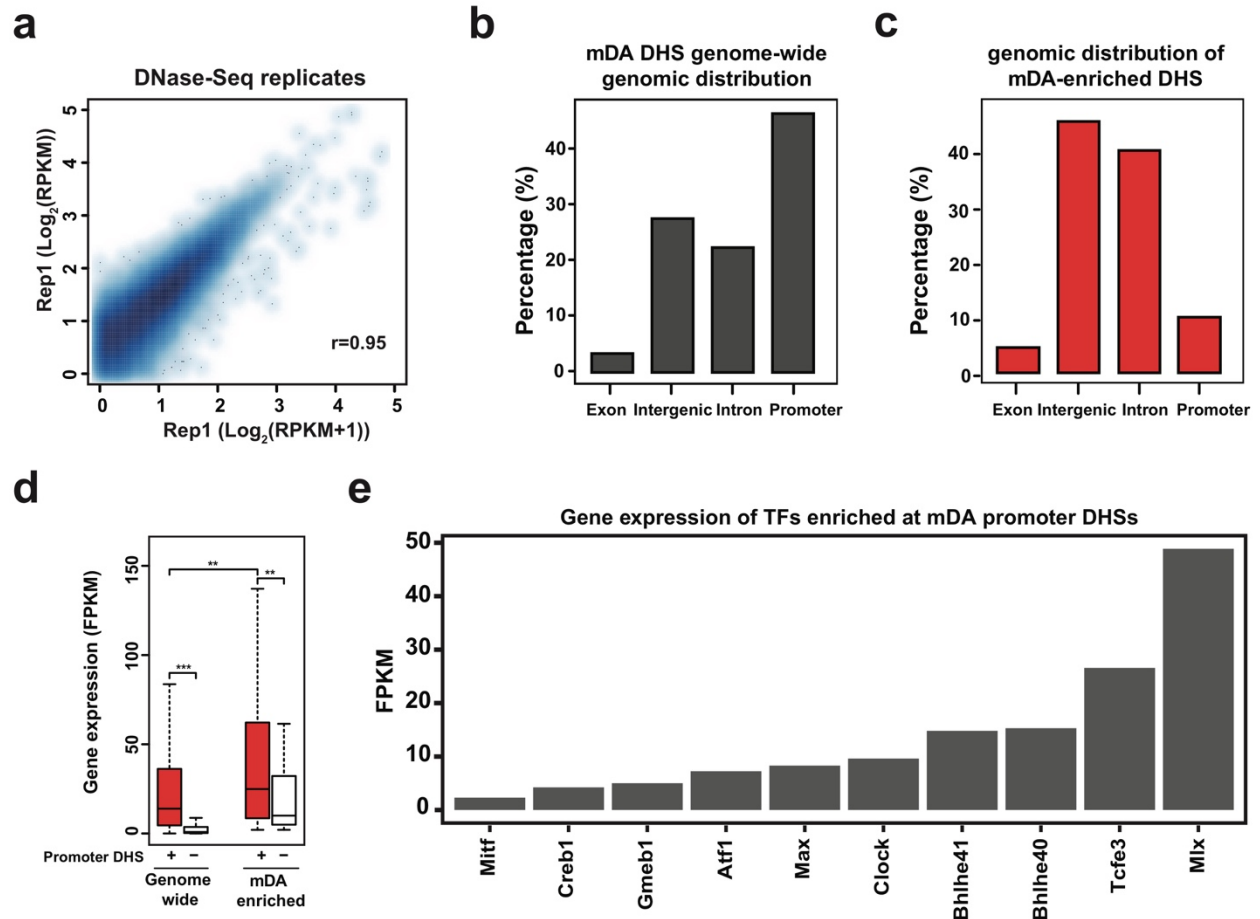

Supplementary Figure 3 | (Related to Figure 2) mDA neuron promoter DHS analysis

- Scatter plot showing the correlation between DHS peaks $\log_2(\text{RPKM}+1)$ of the two mDA liDNase-Seq replicates (Pearson Coefficient: 0.95).
- Bar graph showing distribution of the 28,084 mDA DHSs across genomic features.
- Bar graph showing distribution of the 2,374 mDA-enriched DHS across genomic features.
- Boxplot showing genes with a promoter DHS are expressed at a higher level (FPKM) compared to those without promoter DHS. This is true at the genome-wide scale or for the 107 mDA-enriched genes ($***p\text{-value}= 2.2\text{e-}16$ and $**p\text{-value}= 0.005397$, respectively. Mann-Whitney-Wilcoxon Test).
- Expression level (FPKM) of the 11 TFs with binding motifs at the promoter DHS of mDA-enriched genes.

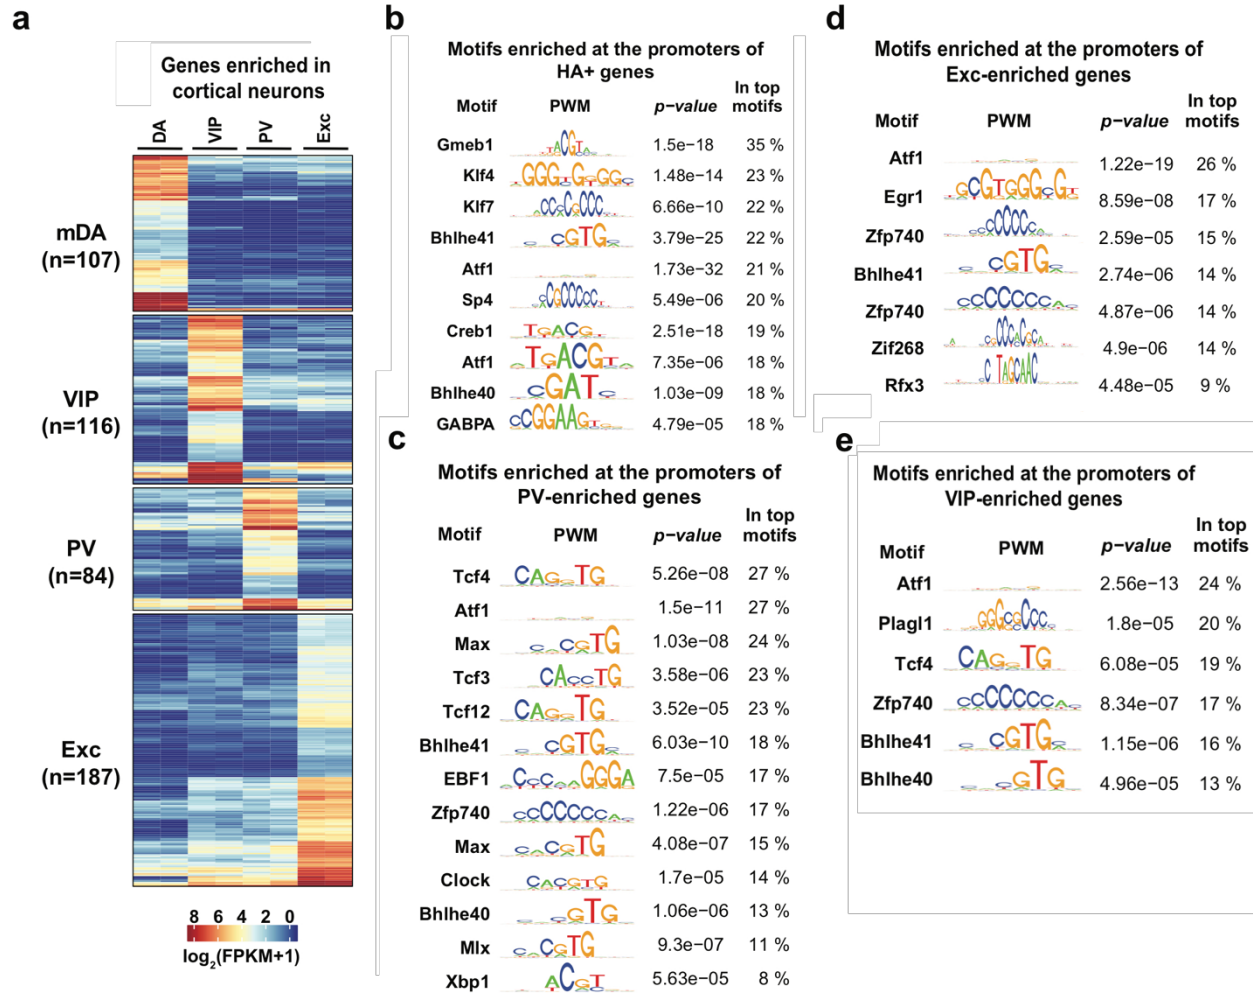

Supplementary Figure 4 | (Related to Figure 2) Motif analysis of cortical neuron-enriched genes

- (a) Heatmap showing the log₂ expression of genes enriched between mDA and the three types of cortical neurons VIP/PV/Exc (q -value < 0.001, FC > 4 and FPKM > 1 in the main cell type).
- (b) List of motifs identified at the promoters of the 394 HA+ enriched genes (p -value < 0.0001, FPKM > 1).
- (c) List of motifs identified at the ATAC-Seq promoter peaks of PV-enriched genes (p -value < 0.0001, FPKM > 1).
- (d) List of motifs identified at the ATAC-Seq promoter peaks of Exc-enriched genes (p -value < 0.0001, FPKM > 1).
- (e) List of motifs identified at the ATAC-Seq promoter peaks of VIP-enriched genes (p -value < 0.0001, FPKM > 1).

a

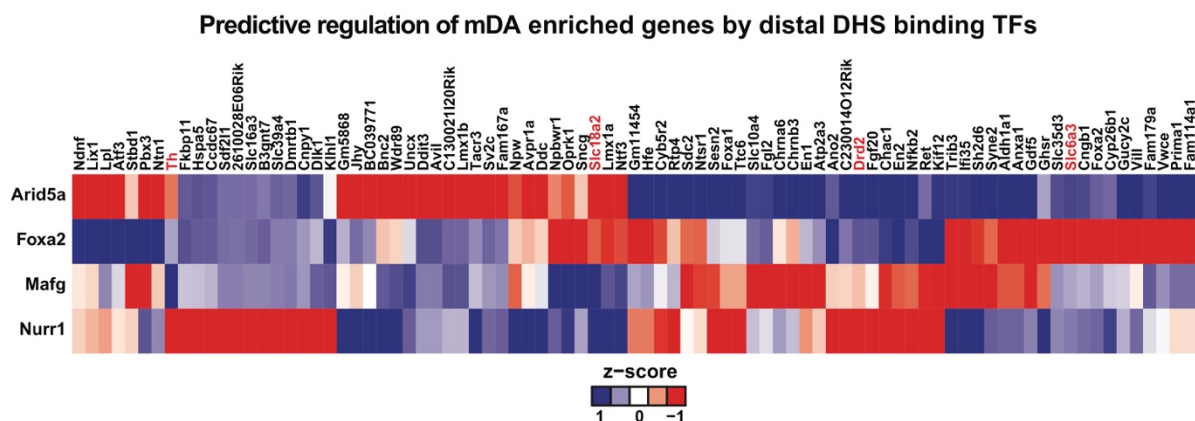

b

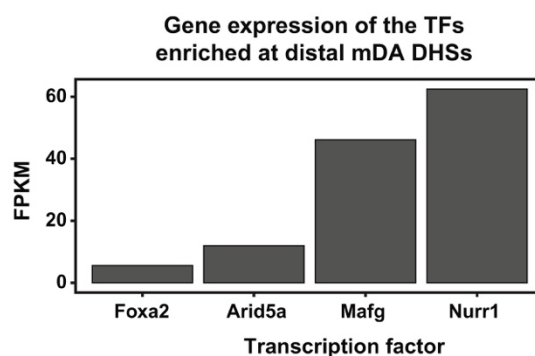

Supplementary Figure 5 | (Related to Figure 3) mDA neurons distal regulator analysis

- (a) Heatmap showing the normalized regulatory scores of the identified distal regulators (showed in columns) to the 85 mDA-enriched genes with an mDA-enriched distal DHS.
- (b) Bar plot showing the gene expression of the identified distal regulators in mDA neurons.

a

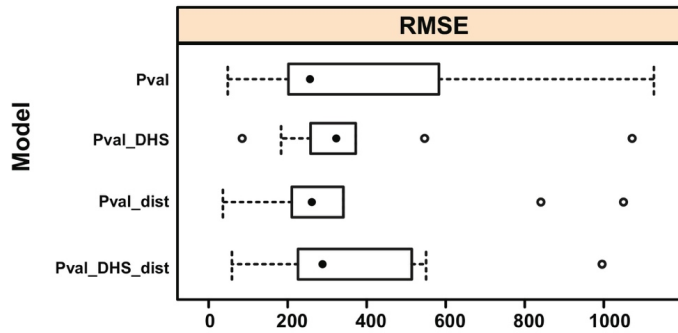

b

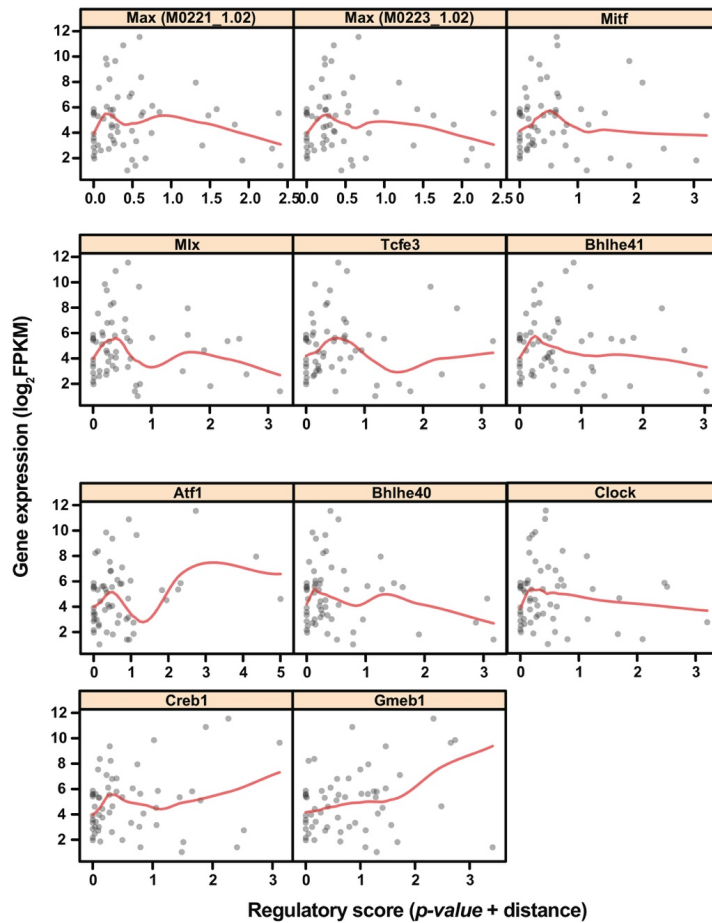

Supplementary Figure 6 | (Related to Figure 3) TF-gene pair predictive model

- Box-plots showing the distribution of the root mean square errors (RMSE) of the different TF regulatory score models in predicting the gene expression of the 59 mDA-enriched genes with a promoter DHS. We noticed that while motif binding *p-value* alone did not correlate well with gene expression, combining the motif binding *p-value* and the distance to TSS yielded a better prediction.
- Scatterplots showing the correlation of the "*p-value* + distance to TSS" regulatory score for each of the 11 TFs identified at the promoter DHS of mDA-enriched genes with the expression of the 59 mDA-enriched genes with a promoter DHS.

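The regulatory scores of Supplementary Data 5 were set beside the mean FPKM of the 2 mDA replicates for the 59 genes with a promoter DHS. The score of *Gmeb1* was highest for the homeobox gene *Uncx* (3.42), then for *Slc6a3* (2.73), *Slc18a2* (2.66), *En1* (2.48) and *Th* (2.34), and stood at 1.46 for *Ddc* and 1.14 for *Drd2*. These scores are the paper's. Across the 59 genes, the *Gmeb1* score and log2 expression had a Pearson's r of 0.293 (permutation p = 0.0244, adjusted p = 0.218 over the 11 factors) and a Spearman's rho of 0.256 (permutation p = 0.0517, adjusted p = 0.340). The r was 0.267 for *Atf1* (permutation p = 0.0397, adjusted p = 0.218) and 0.238 for *Creb1* (permutation p = 0.0684, adjusted p = 0.251). The lowest r was −0.14, for *Bhlhe40*. None of the 11 relations passed an adjusted p of 0.05 in these permutation tests, which were chosen after the data were seen, and genes are not independent replicates. The study chose the scoring scheme by its error in predicting the expression of these same genes.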

a

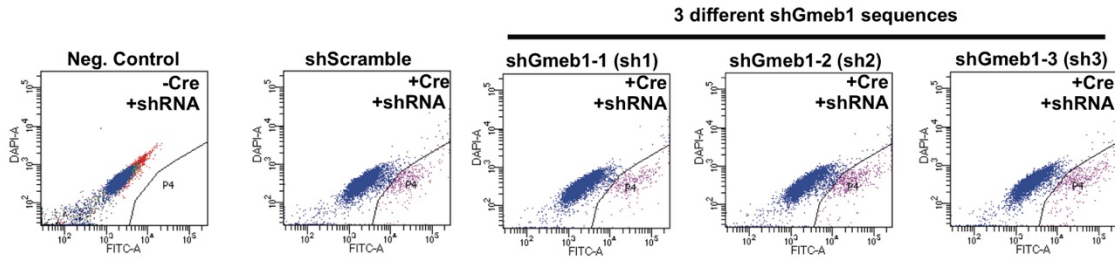

b

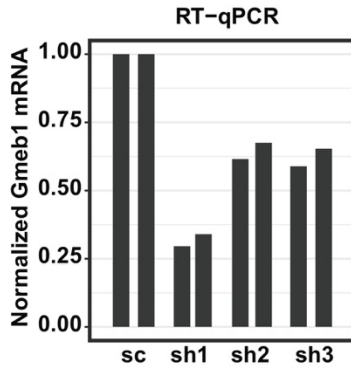

c

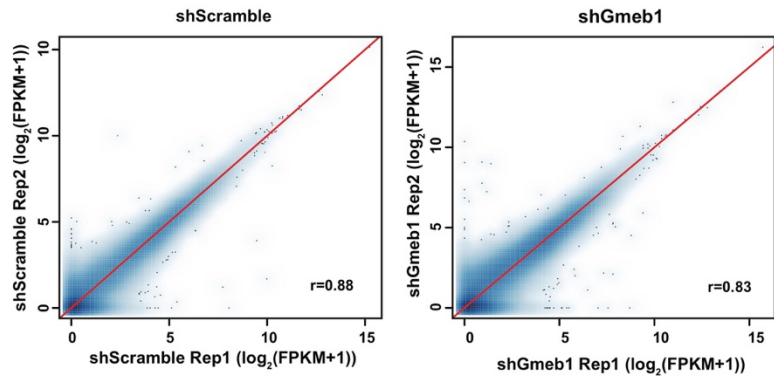

Supplementary Figure 7 | (Related to Figure 3) shRNA testing and RNA-Seq data reproducibility

- (a) FACS scatterplot of N2A cells transfected with Cre-recombinase (Cre) and DIO-KASH-GFP-U6-shRNA (shRNA). Negative control (left) showing lack of GFP-containing cells (P4 section of plot), while groups transfected with Cre-recombinase produced GFP-containing cells, suggesting that expression of KASH-GFP is Cre-inducible. N2A cells expressing GFP were FACS sorted for RT-qPCR.
- (b) RT-qPCR results showing that shGmeb1 sequence 1 (sh1) reduces *Gmeb1* mRNA in N2A cells to about 30% that of the shScramble (Sc) control. Two biological replicates were analyzed for each condition.
- (c) Scatter plot showing the correlation of the RNA-Seq results between the two biological replicates of shScramble (Pearson coefficient: 0.88) and shGmeb1 (Pearson coefficient: 0.83).

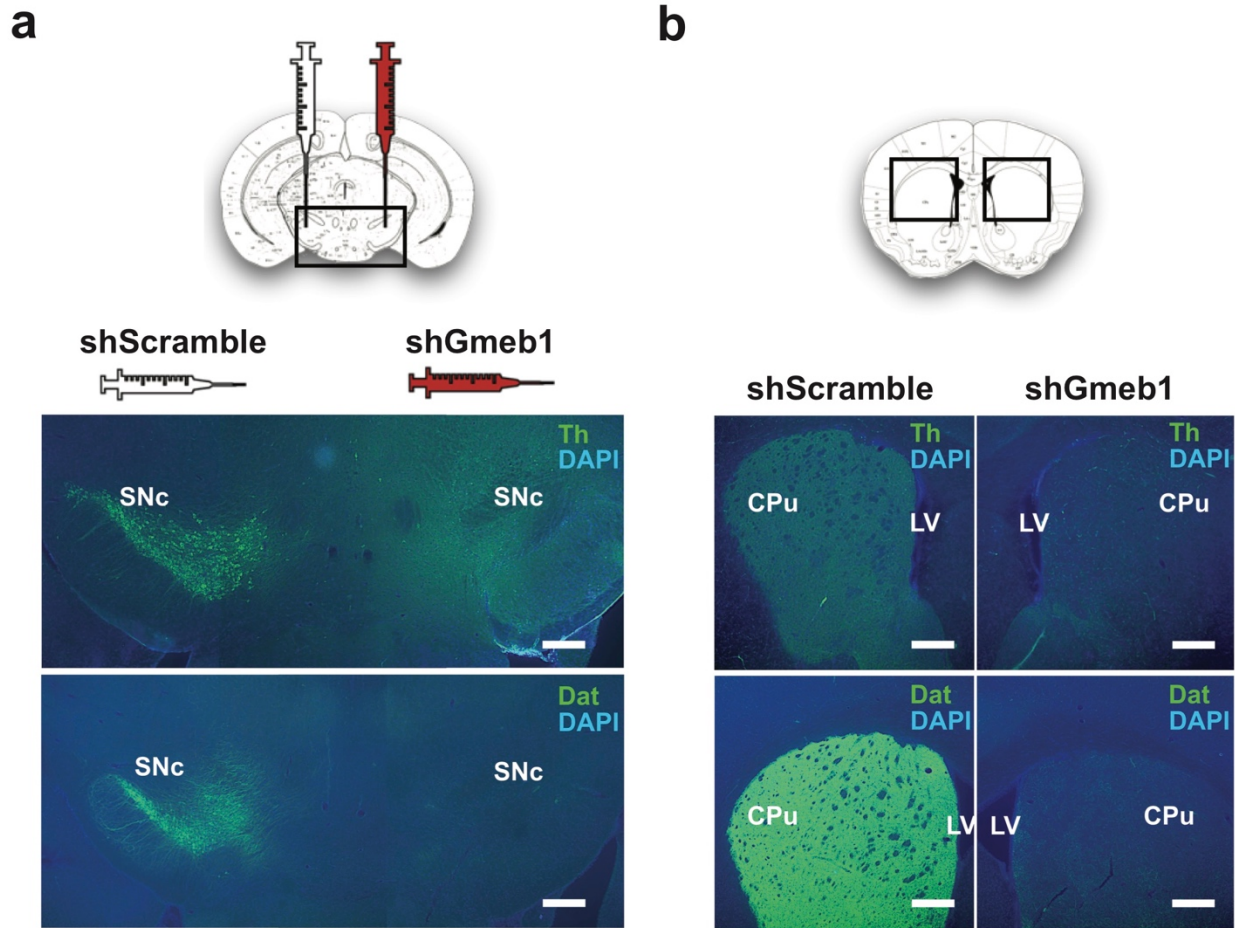

Supplementary Figure 8 | (Related to Figure 3) *Gmeb1* knockdown in SNc depletes Th and Dat in SNc and CPu

- (a)** 2.5x midbrain micrographs showing Th/DAPI stain (top) and Dat/DAPI stain (bottom) 2 weeks following unilateral SNc injection of AVV5-DIO-KASH-GFP-U6-shGmeb1 and contralateral shScramble control injection. Vertical syringes indicate location of virus injections. Box insert reflects brain region where micrograph was obtained. Scale bar: 500 μ m. Note: Needle/syringe image was adapted from Keynote clipart, and coronal brain section was reproduced from **Ref. 48** (Copyright 2013, Elsevier, Academic Press).
- (b)** 2.5x CPu micrographs showing Th/DAPI stain (top) and Dat/DAPI stain (bottom) 2 weeks following unilateral SNc injection of AVV5-DIO-KASH-GFP-U6-shGmeb1 and contralateral shScramble control injection. Box inserts reflect brain region where micrographs were obtained. Scale bar: 500 μ m. Note: Coronal brain section was reproduced from **Ref. 48** (Copyright 2013, Elsevier, Academic Press).

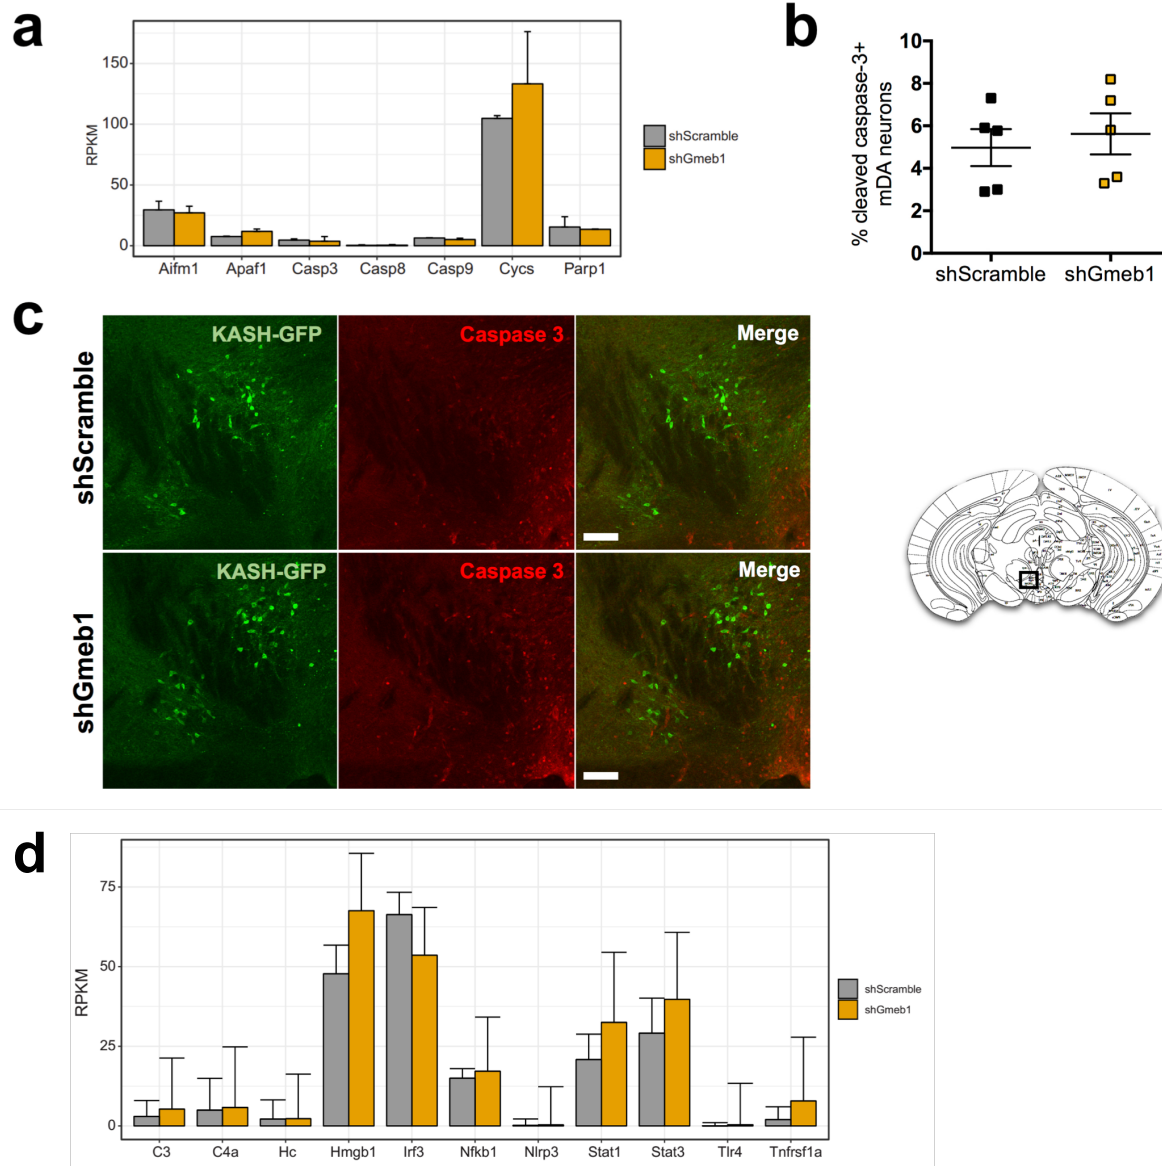

Supplementary Figure 9 | (Related to Figure 3) *Gmeb1* knockdown in midbrain does not induce expression of apoptosis or inflammation markers.

- (a) Bar graphs showing the mean ($\pm$ s.e.m.) FPKM of apoptosis-relevant genes in shScramble-treated (grey) or shGmeb1-treated (orange) mDA neurons.
- (b) Dot plot showing mean ($\pm$ s.e.m.) percentage of mDA neurons (as judged by KASH-GFP expression) that co-express cleaved caspase 3. Result is not significant: $p=0.6323$ in student's t-test. (n=5 per group, 6 midbrain slices were examined per animal to obtain cell counts).
- (c) Representative micrographs of KASH-GFP-expressing mDA neurons (left panels) co-stained with cleaved caspase 3 (center panels). Gmeb1 knockdown does not cause cell apoptosis as indicated by unchanged cleaved caspase 3 level. Scale bar: 100 μ m. Note: Coronal brain section was reproduced from **Ref. 48** (Copyright 2013, Elsevier, Academic Press).
- (d) Bar graphs showing the mean ($\pm$ s.e.m.) FPKM of inflammation-relevant genes in shScramble-treated (grey) or shGmeb1-treated (orange) mDA neurons.

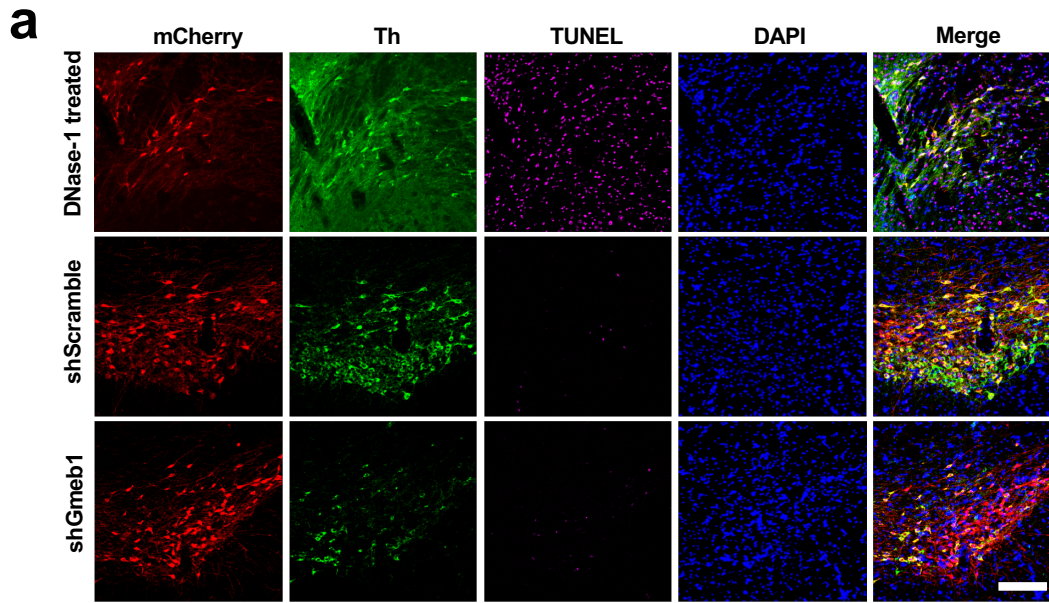

b

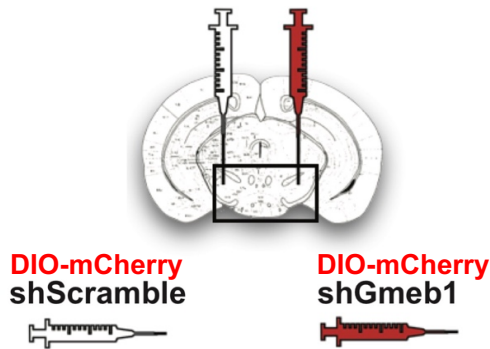

c

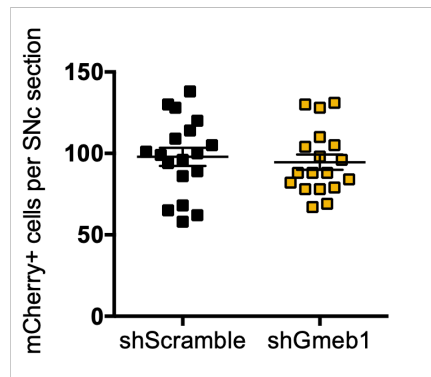

Supplementary Figure 10 | (Related to Figure 3) *Gmeb1* knockdown in midbrain does not result in death of mDA neurons.

- (a) Micrographs showing presence of mCherry (red), Th (green), TUNEL (purple), and DAPI (blue) in SNc sections of treated with shGmeb1 (bottom row), shScramble control (middle row) and DNase-1 as a positive control for TUNEL staining (top). DNase-1 treatment shows widespread DNA damage indicative of cell death, whereas control and *Gmeb1* knockdown tissue show lesser amounts of TUNEL signal. Scale bar: 250 μ m.
- (b) Diagram showing injection strategy for micrographs shown in (a): Dat-Cre mice were co-injected with a 1:1 mix of AAV-DIO-mCherry and either shGmeb1 or shScramble virus on the contralateral SNc. The black squares reflect midbrain region where micrographs were obtained. Note: Needle/syringe image was adapted from Keynote clipart, and coronal brain section was reproduced from **Ref. 48** (Copyright 2013, Elsevier, Academic Press).
- (c) Dot plot showing mean ($\pm$ s.e.m.) number of mCherry+ (DA) neurons in SNc sections 2 weeks following injection as shown in (b). 3 mice were injected per group and 6 SNc sections were analyzed per mouse. No significant difference between the two groups was observed. ($n=18$ SNc sections, $p=0.5364$ in student's t-test).

a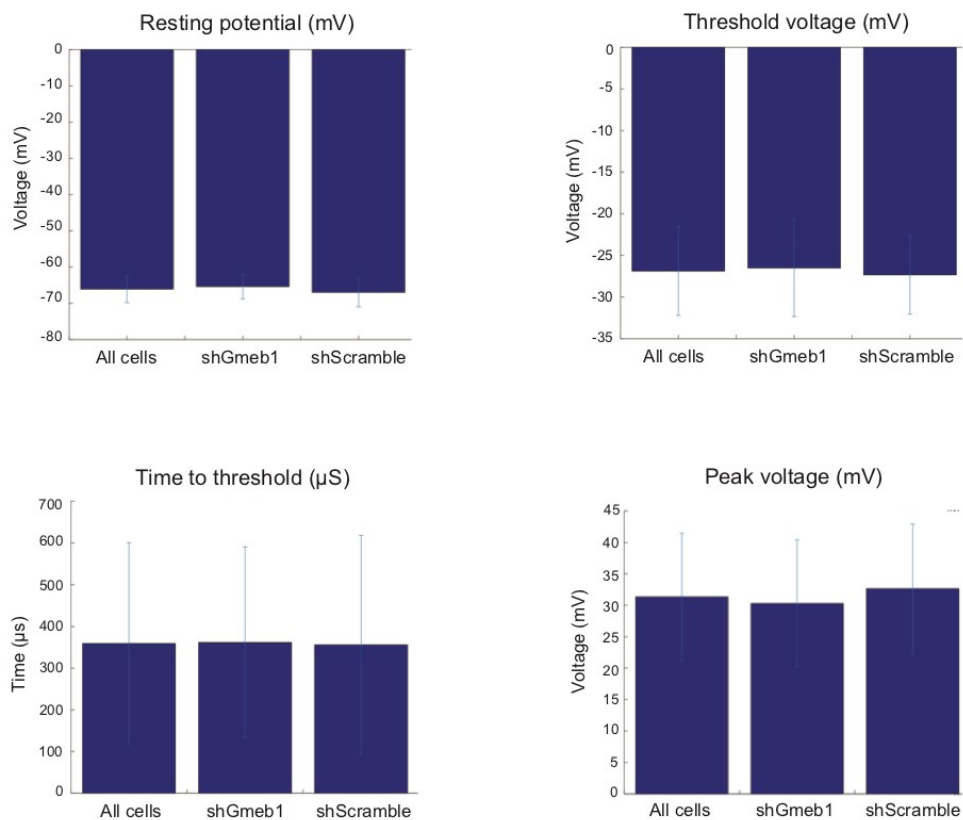**b**

Sag potentials (average) following -100 pA current injection

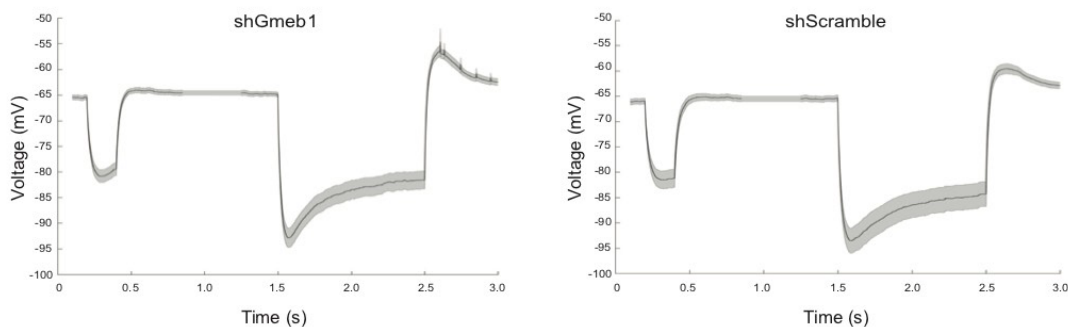

Supplementary Figure 11 | (Related to Figure 4) Baseline electrophysiology of Gmeb1 knockdown and control SNc mDA neurons.

- (a) Bar graphs ($\pm$ s.d.) showing no difference in resting potential, AP threshold voltage, time required to reach AP threshold, and peak AP voltage in SNc mDA neurons containing either knockdown of Gmeb1 ($n=26$ cells) or shScramble control ($n=19$ cells).
- (b) Average ($\pm$ s.d.) traces of membrane potential sag in SNc mDA neurons containing either knockdown of Gmeb1 ($n=26$ cells) or shScramble control knockdown ($n=19$ cells).

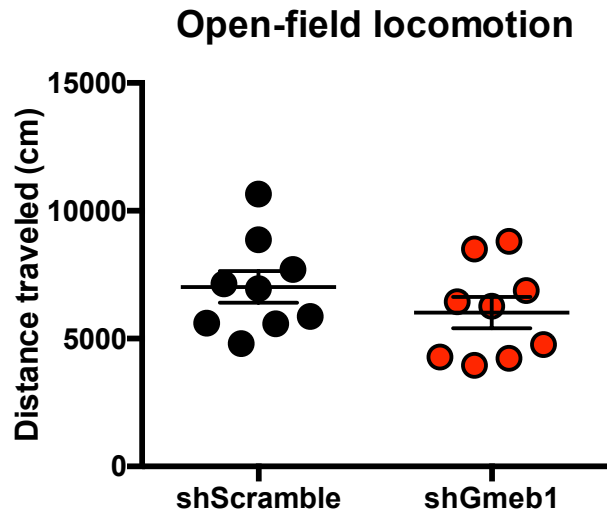

Supplementary Figure 12 | (Related to Figure 5) Open-field locomotion. Mean ($\pm$ s.e.m.) distance traveled by mice in an open-field arena. Mice were allowed to explore the entirety of an open field arena for 30 minutes during which time the distance traveled (cm) was recorded as beam breaks, and the individual scores were averaged per group ($n=9$, $p=0.2639$ in student's t-test).

# Supplementary material for: In vivo nuclear capture and molecular profiling identifies Gmeb1 as a transcriptional regulator essential for dopamine neuron function
**Source:** Nat Commun. 2019 Jun 7;10:2508. doi: 10.1038/s41467-019-10267-0
**Supplement:** Supplementary file 3 — Reporting Summary

Life Sciences Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form is intended for publication with all accepted life science papers and provides structure for consistency and transparency in reporting. Every life science submission will use this form; some list items might not apply to an individual manuscript, but all fields must be completed for clarity.

For further information on the points included in this form, see [Reporting Life Sciences Research](#). For further information on Nature Research policies, including our [data availability policy](#), see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study. For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

► Experimental design

1. Sample size

Describe how sample size was determined.

Animal sample size was determined by previous published empirical data and preliminary behavioral experiments.

2. Data exclusions

Describe any data exclusions.

No animals were excluded in this study. However, standard exclusion criteria include:
-Poor body condition due to treatment/surgery. In this case, animals are euthanized and all data are excluded from analysis.
-Virus injection is found to be anatomically off-target during post-mortem histological verification.

3. Replication

Describe the measures taken to verify the reproducibility of the experimental findings.

For all experiments, all attempts at replication were successful.

4. Randomization

Describe how samples/organisms/participants were allocated into experimental groups.

Mice housed in the same cage were randomly assigned to experimental groups, and mice representing each experimental group were evenly distributed among testing sessions.

5. Blinding

Describe whether the investigators were blinded to group allocation during data collection and/or analysis.

Whenever possible, the experimenter was blind to experimental and/or treatment group.

Note: all in vivo studies must report how sample size was determined and whether blinding and randomization were used.

6. Statistical parameters

For all figures and tables that use statistical methods, confirm that the following items are present in relevant figure legends (or in the Methods section if additional space is needed).

n/a Confirmed

- ☐ ☒ The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement (animals, litters, cultures, etc.)
- ☐ ☒ A description of how samples were collected, noting whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ A statement indicating how many times each experiment was replicated
- ☐ ☒ The statistical test(s) used and whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of any assumptions or corrections, such as an adjustment for multiple comparisons
- ☐ ☒ Test values indicating whether an effect is present
*Provide confidence intervals or give results of significance tests (e.g. *P* values) as exact values whenever appropriate and with effect sizes noted.*
- ☐ ☒ A clear description of statistics including central tendency (e.g. median, mean) and variation (e.g. standard deviation, interquartile range)
- ☐ ☒ Clearly defined error bars in all relevant figure captions (with explicit mention of central tendency and variation)

See the web collection on [statistics for biologists](#) for further resources and guidance.

► Software

Policy information about [availability of computer code](#)

7. Software

Describe the software used to analyze the data in this study.

- GraphPad Prism 6 was used for statistical analyses of behavioral studies and histological cell counts.
- Trimmomatic (v.0.36) was used for read trimming.
- STAR (v.2.5.2b) used for RNA-Seq data mapping.
- RSEM (v1.2.31) was used for gene expression quantification.
- Bowtie2 (v2.2.9) was used for DNA-Seq data mapping.
- Macs2 (v2.1.1.20160309) was used for peak calling.
- Samtools (v.1.3.1) was used for bam and sam file manipulation.
- Bpipe (v0.9.9.2) for the pipelines automation.
- R (v3.3.1) was used for all bioinformatics data analysis.

For manuscripts utilizing custom algorithms or software that are central to the paper but not yet described in the published literature, software must be made available to editors and reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). *Nature Methods* [guidance for providing algorithms and software for publication](#) provides further information on this topic.

► Materials and reagents

Policy information about [availability of materials](#)

8. Materials availability

Indicate whether there are restrictions on availability of unique materials or if these materials are only available for distribution by a third party.

No restrictions on availability of unique materials.

9. Antibodies

Describe the antibodies used and how they were validated for use in the system under study (i.e. assay and species).

Primary antibodies:

- HA (Cell Signaling, 3724). 1:200 for nuclear capture, 1:800 for floating section staining.
- Th (Santa Cruz, SC-25269). 1:500 for floating section staining.
- GFP (AbCam, Ab-1390). 1:2000 for nuclear capture, 1:2500 for floating section staining.
- Dat (GeneTex, GTX30992). 1:500 for floating section staining.
- Caspase-3 (AbCam, Ab-13847). 1:500 for floating section staining.
- mCherry (AbCam, Ab-167453). 1:500 for floating section staining.

HA, GFP, Dat, Th, Caspase-3, and mCherry antibodies were validated using negative controls (based on Cre expression or by comparison to anatomical region lacking target antigen).

Secondary antibodies:

- Alexa Fluor 568 donkey-anti-rabbit (Invitrogen, A10042)
  - Alexa Fluor 488 donkey-anti-mouse (Invitrogen, A21202)
  - Alexa Fluor 488 donkey-anti-rat (Invitrogen, A21208)
  - TRITC-conjugated donkey-anti-chicken (Jackson ImmunoResearch, 703-025-155)
  - FITC-conjugated donkey-anti-chicken (Jackson ImmunoResearch, 703-095-155)
- *Note: All secondary antibodies were used at the same concentration for all applications (1:500).

10. Eukaryotic cell lines

- State the source of each eukaryotic cell line used.
- Describe the method of cell line authentication used.
- Report whether the cell lines were tested for mycoplasma contamination.
- If any of the cell lines used are listed in the database of commonly misidentified cell lines maintained by [ICLAC](#), provide a scientific rationale for their use.

Neuro-2A cells were purchased from ATCC (CCL-131).

Neuro-2A cells obtained were authenticated by ATCC.

The cell line was tested for mycoplasma contamination.

Provide a rationale for the use of commonly misidentified cell lines OR state that no commonly misidentified cell lines were used.

► Animals and human research participants

Policy information about [studies involving animals](#); when reporting animal research, follow the [ARRIVE guidelines](#)

11. Description of research animals

Provide all relevant details on animals and/or animal-derived materials used in the study.

- For molecular profiling studies, we used 8-12 week-old male DAT-Cre heterozygous mice and wildtype littermates. These were derived from crossing female DAT-Cre heterozygous mice (Jackson Labs, 06660) with male C57BL/6J wildtype mice (Jackson Labs, 000664).
- For electrophysiological studies, we used 8 week-old male DAT-Cre heterozygous mice (Jackson Labs, 06660).
- Only male mice were used for profiling experiments whereas both male and female mice were used for histological analysis and establishment of the infection system.
- For all behavior studies, we used 12-week old male C57BL/6J wildtype mice (Jackson Labs, 000664).

Policy information about [studies involving human research participants](#)

12. Description of human research participants

Describe the covariate-relevant population characteristics of the human research participants.

n/a

# Supplementary material for: In vivo nuclear capture and molecular profiling identifies Gmeb1 as a transcriptional regulator essential for dopamine neuron function
**Source:** Nat Commun. 2019 Jun 7;10:2508. doi: 10.1038/s41467-019-10267-0
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Information

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: List of the 107 mDA-enriched genes.

File Name: Supplementary Data 2

Description: List of the 287 HA+ enriched genes that are not significantly enriched in comparison to cortical neurons.

File Name: Supplementary Data 3

Description: List of the genes enriched in PV, VIP and Exc cortical neurons

File Name: Supplementary Data 4

Description: Matrix of regulatory scores for the 85 distal DHS-containing mDA-enriched genes.

File Name: Supplementary Data 5

Description: Matrix of regulatory scores for the 59 promoter DHS-containing mDA-enriched genes.

File Name: Supplementary Data 6

Description: List of the 99 genes down-regulated by Gmeb1 knockdown in mDA neurons.

File Name: Supplementary Data 7

Description: List of the 78 genes up-regulated by Gmeb1 knockdown in mDA neurons.

File Name: Supplementary Data 8

Description: Summary of the datasets generated in this study.

File Name: Supplementary Movie 1

Description: Pole test. Sample video of SNc shScramble (left) and shGmeb1 (right) knockdown mice completing the pole test. The time taken to climb down to the base of the pole was measured.

File Name: Supplementary Movie 2

Description: Rotarod test. Sample video of SNc shScramble (left) and shGmeb1 (right) knockdown mice completing the rotarod test. Latency was calculated as the time elapsed until the animal fell from the rod or grasped on for 1 revolution without trotting.

File Name: Supplementary Movie 3

Description: Swim test. Abridged sample video of SNc shScramble (left) and shGmeb1 (right) knockdown mice completing the swim test. Swimming dexterity was scored on a scale of 0-5 with the higher score indicating greater swimming dexterity.

File Name: Supplementary Movie 4

Description: Hanging wire test. Sample video of SNc shScramble (left) and shGmeb1 (right) knockdown mice completing the hanging wire test. Scores were calculated based on the time elapsed until animal fell from wire onto the padded surface.

How the deposited data were processed for this re-analysis (not part of the article)

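RNA-seq tables of 8 libraries were analysed, each from 400 sorted midbrain nuclei collected 14 days after virus injection from mice aged 8 to 12 weeks at the start of the experiment. They comprised 1 HA+ and 1 HA- library of the pilot sort, 2 libraries of HA-sorted mDA nuclei, and 2 GFP-sorted libraries each labelled shGmeb1 and shScramble. Groups and replicate numbers were taken from the submitters' labels and Supplementary Data 8. The labels do not name the animals behind each replicate.

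The authors trimmed the reads with Trimmomatic 0.36, aligned them to mm9 with STAR 2.5.2b and quantified NCBIM37 Ensembl genes with RSEM, as the methods and the submitters' processing notes state. The deposited expected counts are RSEM's estimates of the reads per gene, with reads that map to several genes shared among them in fractions and no normalization between libraries. The deposited FPKM values are RSEM's fragments per kilobase of effective length, scaled to the reads assigned to genes, and the deposited TPM values are RSEM's relative transcript abundances, scaled to one sum over all listed genes. Each table lists 37620 genes, of which 30444 had a count in at least 1 library. A symbol was found for 37205 of the identifiers and not for 415, and coordinates came from an annotation of the same build. Genes with near-identical copies, such as those of immunoglobulins, globins and satellite-like models, are uncertain because reads were divided among them.

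Summed expected counts were 6743742 and 6374657 in the HA+ and HA- libraries, 27426669 and 23082442 in the mDA libraries, 22106295 and 17050488 in the libraries labelled shGmeb1 and 26319407 and 23266643 in the shScramble libraries. At these depths a count of 0 was given a floor of 3 counts per library. The libraries carry no molecular identifiers, so that floor covers counting error only, and the input of 400 nuclei may set a wider spread than the depth does.

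HA+ and HA- nuclei were compared by the ratio of FPKM plus 0.1, called at a fold of at least 4 with an FPKM over 1 in the higher library, and no test was run because each group had 1 library. Each gene list was placed among 10000 random lists of the same size, matched on mean expression in 20 bins. Replicates were compared by Pearson's r of log2(FPKM + 1) over all genes. The mean mDA FPKM of mDA-enriched genes with and without a promoter DHS was compared by a two-sided permutation test of mean ranks with 100000 resamples.

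The shGmeb1 and shScramble libraries were compared with edgeR 4.0.16 in R 4.3.3. Expected counts were rounded to whole numbers, filtered with filterByExpr, scaled by TMM and fitted with the quasi-likelihood method, and p-values were adjusted by Benjamini and Hochberg over 20086 genes with a threshold of 0.05. The paper's thresholds, a fold over 2 and a mean FPKM over 1 in the higher group, were also applied. Gene lists were tested on log-CPM (prior count 2) with camera of limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation, adjusted over 33 lists, and fry was run beside it. shScramble and mDA nuclei were compared in the same way over 18235 genes, a comparison that the paper does not make and in which virus, tag, antibody and batch differ together. DESeq2 1.42.0 was an alternative, and its fold changes were rounded to 4 decimals and its other values, like the standard errors of edgeR, to 4 digits. The share of mDA nuclei was tested on mDA-enriched genes whose FPKM in HA- nuclei was at most 5% of the mDA mean, with 10000 bootstrap draws, and again on those of them with a mean FPKM over 1 in either group, over 1 in both groups or over 5 in shScramble, a choice made after the values were seen. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 and plotted with matplotlib 3.10.9.

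The genes named follow a rule set, like the designs and the lists, before the data were examined. Named were the genes that the paper names for the comparison, *Gmeb1*, *Th* and *Slc6a3*, the 10 largest rises and falls past the threshold with separated groups and a mean FPKM over 1, for the HA pair the 10 highest and lowest ratios among called genes with an FPKM of at least 10, and up to 4 members of each list. The values in Supplementary Data 1, 2, 6 and 7 had been seen when the rule was set. Because the highest HA ratios fell on gene models with few counts, called genes with at least 50 counts were added after the values were seen.

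The lists were dopamine synthesis and handling, midbrain dopamine transcription factors, other midbrain dopamine neuron markers, markers of GABA neurons, of glutamate neurons, of serotonin and acetylcholine neurons and of neurons in general, markers of astrocytes, oligodendrocytes, oligodendrocyte precursors, microglia and macrophages, lymphocytes and plasma cells, endothelial and mural cells and ependymal cells and fibroblasts, the interferon response, antigen presentation, reactive astrocyte genes, the unfolded protein and integrated stress response, a wider apoptosis list, necroptosis and pyroptosis, immediate early genes, glucocorticoid-responsive genes, ion channels of pacemaking and excitability, GABA-A receptor subunits, glycolysis enzymes and mitochondrially encoded genes. *Slc18a3* was not among the names of the files, which left 9 serotonin and acetylcholine genes. From the paper came its queried apoptosis and inflammation genes, its promoter and distal transcription factors, the mDA-enriched genes, those of them with a promoter DHS and the other HA+ enriched genes.

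The tests were run on simulated counts with the means and library sizes of these libraries and 50 changed genes per fold size. The spread followed its trend over expression, with no gene-specific part, and only well-counted genes were changed. For shGmeb1 against shScramble (20086 genes), edgeR recovered 6% of 2-fold, 44% of 4-fold, 64% of 8-fold and 76% of 16-fold changes and DESeq2 12%, 62%, 80% and 84%, with 0.0201% and 0.367% of unchanged genes called. For shScramble against mDA (18235 genes), edgeR recovered 4%, 66%, 74% and 76%. In the simulated shGmeb1 comparison, edgeR's likelihood ratio test also recovered 44% of 4-fold changes. On the libraries it called 54 genes lower and 96 higher against 0 and 0, so the simulation does not reproduce how the 2 tests differ there.

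The alternatives tried were other pseudocounts, filters and units for the HA pair and the correlations, DESeq2 with and without a prior on fold changes, DESeq2's size factors in edgeR, no filter on low counts, a filter on FPKM, limma on log2(FPKM + 1) and log2(FPKM + 0.1), the replicate number as a block, a spread shared with the mDA libraries, and each replicate left out in turn. After the values were seen, a filter on FPKM above 0 in both HA libraries, edgeR's likelihood ratio test, a fit without satellite-like and immunoglobulin genes and the relation of the regulatory scores to expression were added. The shRNA sequences were matched to the mm9 genome and to annotated coding transcripts. The liDNase-seq data, the cortical neuron data and the gene ontology terms of the paper were not analysed here.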

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

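The classes of genes reported in this part were chosen after the values had been seen, and the test of each explanation was set before its own result was seen.

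Immunoglobulin genes, which the paper does not discuss, took 0.228% to 0.607% of the counts in the GFP-sorted libraries against 0.00612% to 0.0446% in the HA-sorted ones. *Igkc*, the constant region of the kappa light chain, had an FPKM of 2028 to 7212 in the former and of 0 to 375 in the latter, while *Ighg2c*, which may share reads with other heavy chain genes, stood at 1082 and 1221 in the shScramble libraries and at 88.3 and 1.16 in those labelled shGmeb1. A candidate source is RNA of plasma cells, which transcribe *Jchain* and *Mzb1*, and their summed FPKM in the lowest GFP-sorted library was 7.86 times that of the highest HA-sorted library, as that source would need. *Cd79a*, a B cell gene, reached only 1.39 to 11.7 and the leukocyte gene *Ptprc* 0.23 to 1.65 in the GFP-sorted libraries, and the gate on GFP should remove cells without Cre. Carry-over of free RNA and a difference between library batches stay open, because virus, tag, antibody and batch differ together between the sorts, and no biological explanation was tested.

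Satellite-like gene models took 0.850% to 1.64% of the counts in the GFP-sorted libraries and at most 0.0491% in the HA-sorted ones, and olfactory receptor genes 0.0322% to 0.0715% and at most 0.00329%, although the paper reports on neither class. *Gm10800*, a gene model of satellite sequence, had an FPKM of 6120 to 11664 in the GFP-sorted and of 42.7 to 341 in the HA-sorted libraries. A candidate source is genomic DNA carried into the cDNA, since RNA and DNA were prepared from the same samples. It predicts reads on olfactory receptor genes, if these are silent in the sorted cells, which was assumed and not tested. The share of olfactory receptor genes in the lowest GFP-sorted library was 9.78 times that in the highest HA-sorted library, as that source would need. Transcription of satellite repeats or of olfactory receptor genes in the GFP-sorted nuclei stays open, and no biological explanation was tested.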

How the results depend on the processing

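The filter on FPKM above 0 in both HA libraries, the edgeR likelihood ratio test and the fit without satellite-like and immunoglobulin genes were chosen after the values had been seen. In the HA pair, the genes with a ratio of at least 4 in favour of HA+ and of HA- nuclei numbered 332 and 752 with a pseudocount of 1, 146 and 319 with an FPKM over 1 in both libraries and 394 and 954 with an FPKM above 0 in both, and those for HA- nuclei 3745 with no FPKM filter and 3330 with TPM. Genes with an FPKM of 0 in the other library made up 522 of the 916 and 1257 of the 2211 genes called in the main setting. Other causes of these moves were not tested. Of 126 further values of that pair, 115 kept within 1.5-fold and their direction and 11 moved.

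Correlations moved with every scale. For the mDA replicates, HA+ with mDA replicate 1, HA+ with mDA replicate 2, the shScramble and the shGmeb1 replicates, r was 0.969, 0.933, 0.935, 0.905 and 0.879 with a pseudocount of 0.1, 0.996, 0.985, 0.9903, 0.995 and 0.992 with no log scale, 0.956, 0.873, 0.878, 0.901 and 0.859 for genes with an FPKM over 1 in either library, and 0.952, 0.916, 0.924, 0.887 and 0.874 with log2(expected counts + 0.1).

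The number of genes called between the shGmeb1 and shScramble libraries depended on the test and on the filter on low counts. edgeR's quasi-likelihood and likelihood ratio tests took 20086 genes, and DESeq2 and edgeR without the filter took 29318. Against 0 lower and 0 higher in edgeR's quasi-likelihood test (810 and 815 at an unadjusted p under 0.05), DESeq2 called 152 and 184, DESeq2 with a prior on fold changes 115 and 79, edgeR without the filter on low counts 95 and 108, limma on log2(FPKM + 1) 5 and 5 and the likelihood ratio test 54 and 96. At the paper's thresholds the counts were 137 and 182, 95 and 78, 95 and 108, 5 and 5, and 53 and 96. At the adjusted p alone, mDA-enriched genes lower numbered 10, 10, 10, 2 and 6. Leaving out single libraries gave 0 to 3 genes lower and 0 to 6 higher, the same at the paper's thresholds, and 0 to 2 mDA-enriched genes. The cause was not tested. *Th* was past the threshold with DESeq2 (log2 fold change −2.43, adjusted p = 0.000154), the prior (−1.97, adjusted p = 0.000192), no filter on low counts (−2.44, adjusted p = 4.35e-10), limma on log2(FPKM + 1) (−2.39, adjusted p = 0.0235) and the likelihood ratio test (−2.41, adjusted p = 0.00382), and ranged from −3.32 to −1.87 with single libraries left out. *Slc6a3* was past it with the same settings (−3.35, −2.31, −3.37, −3.56 and −3.34) and ranged from −5.27 to −2.56. Both also passed without shGmeb1 replicate 2 (adjusted p = 0.0298 and 0.00366) and in no other fit that left out a library. These fits assume that the lone sample of a group varies like the other group. *Gmeb1* was not past it under any setting. Of 2062 further values, 1904 kept their direction and side of the threshold, 75 passed the threshold with the same direction and 83 changed sign without being called.

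Of the gene lists, 10 were called, and 3 to 13 with single libraries left out (2 of the 10 kept without shGmeb1 replicate 1). The median of the inflammation genes ranged from −0.039 to 0.27 with single libraries left out. Of 450 further list values, 378 kept direction and side of the threshold, 18 passed it, 16 lost it and 38 changed sign without being called. Leaving out satellite-like and immunoglobulin genes kept all 10 calls.

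Between shScramble and mDA nuclei, 422 genes were lower and 562 higher in edgeR, 1404 and 2111 with DESeq2 and 1253 and 1796 without the filter on low counts, which tested 27763 genes in place of 18235. The counts ranged from 72 to 484 lower and from 62 to 459 higher with single libraries left out, so that the share of calls that were lower, 42.9%, reached 53.7% without mDA replicate 2. *Tph2*, at a log2 fold change of 0.18, turned to −6.12 (adjusted p = 0.0223, against up to 0.995 in the other settings) without shScramble replicate 1, in which its FPKM was 40.88 against 0.27 in shScramble replicate 2, and was 1.12 without the latter. Of 1120 further values, 914 were the same, 50 passed the threshold, 137 lost it, 18 changed sign without being called and 1, that of *Tph2*, reversed.

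The replicates share only a number. With the replicate number as a block, the shGmeb1 comparison again gave 0 genes lower and 0 higher, and 0 of its 145 results changed call, 1 of 34 list results did (GABA neuron markers, adjusted p = 0.0628, with 0.000242 to 0.163 over all settings) and 7 of 142 did between shScramble and mDA nuclei, where 625 genes were lower and 788 higher. Libraries with the same number deviated from their group means with correlations of 0.046 and 0.051. The median log2 fold change over all genes was 0.03 in the shGmeb1 comparison, 0.19 and 0.24 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), and in the shScramble against mDA comparison 0.08, 0.30 with DESeq2 and 0.28 without the filter. The promoter DHS result and the relation of the *Gmeb1* score to the fold changes kept direction and side of the threshold under all 4 and 3 alternatives. In counts simulated from the trend of the spread, edgeR recovered 44% of 4-fold and 6% of 2-fold changes in the shGmeb1 comparison, so smaller changes were mostly not detectable. With the same 2 libraries per group and a low spread it recovered 100% and 98%, so the number of libraries alone did not set the limit.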

Differences from the paper's values

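The paper counts 394 genes at least 4-fold enriched and 953 depleted in HA+ nuclei, and the counts here were 916 and 2211. Of the alternatives set before the data were examined, a pseudocount of 1 gave 332 and 752, within 1.5 times the paper's, whereas no pseudocount (976 and 2317), an FPKM over 1 in both libraries (146 and 319), no FPKM filter (1283 and 3745), TPM (1165 and 3330) and TMM-scaled CPM (741 and 2257) did not. Requiring an FPKM above 0 in both libraries, which was chosen after seeing the values, gave 394 and 954 and dropped 0 of the 394 genes of Supplementary Data 1 and 2.

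The paper's Pearson coefficients are 0.88 for the shScramble and 0.83 for the shGmeb1 replicates, and those here were 0.949 and 0.926 on log2(FPKM + 1). None of the alternatives set before the data were examined fell on the paper's values. They ran from 0.887, with log2(expected counts + 0.1), to 0.995 for shScramble and from 0.859, with genes of an FPKM over 1 only, to 0.992 for shGmeb1. For the mDA replicates the paper shows about 0.99 in Supplementary Fig. 2a, read by eye, and the value here was 0.983. The alternatives gave 0.952 to 0.996, and none was within the rounding as r. The panels print r, but the caption speaks of R-squared. Squared, the value was 0.967, and no log scale gave 0.993, which rounds to the paper's. For HA+ with each mDA replicate, 0.951 and 0.953 match the figure as r, and their squares were 0.905 and 0.909.

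For promoter DHSs among mDA-enriched genes, the paper's p from a Mann-Whitney-Wilcoxon test is 0.005397, and the two-sided permutation p here was 0.0188. With HA+ FPKM it was 0.00409, within 1.5 times the paper's. With TPM it was 0.0190, without mDA replicate 1 it was 0.0433 and without mDA replicate 2 it was 0.0172.

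At its thresholds (0.05 on a q in the methods, which the figure legend calls a p, a fold over 2 and an FPKM over 1), the paper reports 99 genes lower and 78 higher in the shGmeb1 libraries, 9 of the former mDA-enriched. edgeR's quasi-likelihood test called 0, 0 and 0 here, with 810 genes lower and 815 higher at an unadjusted p under 0.05. Here the count of mDA-enriched genes, given last, was taken at the adjusted p alone, without the fold and FPKM thresholds. DESeq2 gave 137, 182 and 10, of which the 182 was more than 1.5 times the paper's 78. With a prior on fold changes DESeq2 gave 95, 78 and 10, and edgeR without the filter on low counts 95, 108 and 10, all within 1.5 times the paper's. The edgeR likelihood ratio test, which was chosen after seeing the values, gave 53, 96 and 6 and called 44 of the 99 and 36 of the 78, so that it dropped the rest. limma on log2(FPKM + 1) gave 5, 5 and 2, leaving out shGmeb1 replicate 2 gave 3, 6 and 2, leaving out shGmeb1 replicate 1 gave 3, 2 and 0, and DESeq2's size factors in edgeR, the filter on FPKM, limma on log2(FPKM + 0.1), the replicate block, the shared spread and leaving out either shScramble replicate gave 0, 0 and 0. All 99 and all 78 genes of the paper had the same direction here with an unadjusted p under 0.05 in edgeR, and DESeq2 called 98 and 78 of them.

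The paper's log2 fold changes of 4 genes in Supplementary Data 6 were smaller than those of edgeR here by more than either standard error. For *Avpr1a* the paper gives −1.92 against −2.99 here, for *Slc6a3* −2.26 against −3.34, for *Gucy2c* −1.79 against −3.55 and for *Ndnf* −1.68 against −2.43. With DESeq2's prior on fold changes all 4 lay within the error (−1.97, −2.31, −1.87 and −1.72). So did *Avpr1a* with limma on log2(FPKM + 1) (−2.04), without shGmeb1 replicate 1 (−2.51) and without shScramble replicate 2 (−2.75), *Slc6a3* without shGmeb1 replicate 1 (−2.56), and *Gucy2c* with limma on log2(FPKM + 1) (−1.99) and without shScramble replicate 1 (−2.91). *Ndnf* did so with limma on log2(FPKM + 1) (−1.71) and log2(FPKM + 0.1) (−2.12), with the replicate block (−2.33), without shGmeb1 replicate 2 (−2.01) and without shScramble replicate 2 (−1.54). The other alternatives set before the data were examined left each gene outside the error.

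The paper names these libraries after a knockdown of *Gmeb1*, and the log2 fold change of *Gmeb1* in them was 1.05 (standard error 0.50, adjusted p = 0.677 in edgeR). The text lists *Anxa1* among the mDA-enriched genes that were lower, where Supplementary Data 6 holds *Klhl1* in its place. DESeq2 called both here, with adjusted p of 0.0174 and 0.0278. The glial marker *Gjb8* named in the text has no gene of that name in the annotation used here, and the value reported for an astrocyte connexin is that of *Gjb6*.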

Other observations

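The tests of the share of mDA nuclei and the seed test on *Slc6a3* alone were chosen after the results had been seen. Genes of the unfolded protein and integrated stress response, which the paper does not describe as a group, were high in the HA-sorted dopaminergic nuclei. All 20 had an FPKM over 1 in the HA pair, with a median of 2.98-fold higher in HA+ than in HA- nuclei (percentile 100 among matched random lists), and 9 were at least 4-fold higher, those that the study lists as mDA-enriched. The stress-induced *Ddit3* had an FPKM of 141 and 24.6, the kinase-like *Trib3* 14.5 and 0.87, the chaperone gene *Hspa5* 1277 and 204, and *Chac1*, which degrades glutathione, 46.5 and 6.30. The study chose 9 of the 20 genes on the HA pair and the mDA nuclei, and the list was set after they had been seen. Neither that percentile nor the following comparison is therefore independent evidence of direction. GFP-sorted shScramble nuclei stood far below the mDA nuclei. The list had a median log2 fold change of −1.70 in shScramble over mDA nuclei (camera adjusted p = 1.29e-09, and adjusted p = 0.264 with an estimated correlation), and 15 of 20 members were lower in edgeR, or 18 adjusted over the list alone. *Ddit3* fell from a mean FPKM of 278 ± 44.3 (SD, n = 2) in mDA to 27.5 ± 2.40 (SD, n = 2) in shScramble nuclei (log2 fold change −3.26, standard error 0.24, adjusted p = 0.00662 in edgeR), and *Atf3* from 53.03 ± 17.2 (SD, n = 2) to 0.275 ± 0.332 (SD, n = 2).

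The GFP-sorted shScramble nuclei also held less dopaminergic and more GABAergic and astrocytic RNA than the HA-sorted mDA nuclei, although both sorts rely on Dat-Cre. In edgeR 422 genes were lower and 562 higher in shScramble, and camera called 15 of 33 lists. None of these calls held with an estimated correlation, where the smallest adjusted p was 0.118. The 107 mDA-enriched genes, which the study chose in part on the mDA nuclei and which are no independent evidence of direction, had a median log2 fold change of −2.51 (55 lower, 77 adjusted over the list alone), the 59 with a promoter DHS −2.62 (39 and 49), midbrain dopamine transcription factors −3.01 (8 and 12 of 15), other midbrain dopamine neuron markers −2.68 (10 and 12 of 14) and dopamine synthesis and handling −1.72 (5 and 7 of 12, with 1 higher adjusted over the list alone). These other dopaminergic lists share members with the mDA-enriched genes, so they are not independent of that choice. *Th* fell from a mean FPKM of 2708 to 203 (log2 fold change −3.71, standard error 0.21, adjusted p = 0.00247 in edgeR). Higher in shScramble were GABA neuron markers (2.34, 6 of 14 and 13 adjusted over the list alone), GABA-A receptor subunits (1.52, 7 of 12 and 10, with 1 lower), astrocyte markers (1.75, 5 of 15 and 9) and endothelial and mural cell markers (2.91, 2 of 11 and 3). *Gad1* rose from 27.2 ± 10.5 (SD, n = 2) to 265 ± 4.97 (SD, n = 2) in mean FPKM (log2 fold change 3.35, standard error 0.32, adjusted p = 0.00989 in edgeR), and *Aqp4* from 5.66 ± 0.870 (SD, n = 2) to 32.8 ± 3.49 (SD, n = 2). Glutamate neuron markers gave no call (median 0.52, mean −0.07, adjusted p = 0.953), with *Slc17a6* higher (2.19, standard error 0.29) and *Neurod6* lower (−3.09, standard error 0.53). Mitochondrially encoded genes (−1.19, 6 of 13 and 10), immediate early genes (−1.99, 3 lower and 1 higher of 14, with 5 and 1 adjusted over the list alone), distal transcription factors (−2.23, 2 of 4 and 3), oligodendrocyte markers (−0.49, 2 of 14 and 4, with 1 higher) and the other HA+ enriched genes (−0.38, 21 lower and 4 higher of 250) were called lower. The 10 largest falls by the fitted values were of genes listed at 0 in both shScramble libraries, *Kif12* with a mean FPKM of 9.87 ± 2.14 (SD, n = 2) in mDA nuclei and *Cyb5r2*, *Ptgs2*, *Dmrta1*, *Gm128*, *Chaf1b*, *Tcf19*, *Gtse1*, *Krt18* and *Tgm6* with 1.14 to 3.6. The 10 largest rises were of genes listed at 0 in both mDA libraries, *Gvin1*, *Tspo2*, *4932412D23Rik*, *Smok2b*, *Smok2a*, *Gm13479*, *Dub1*, *4932416K20Rik*, *4930548H24Rik* and *She*, with 1.43 to 6.83 in shScramble nuclei. Leaving out mDA replicate 1 left 72 genes lower and 89 higher, and leaving out mDA replicate 2 left 72 and 62, and leaving out shScramble replicate 2 left 324 and 286. The paper reports a weak KASH signal in Th-negative neurons of the shScramble group and points to the different backbone and promoter of that vector. Virus, tag, antibody and batch differ together between these sorts.

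Among the remaining lists in the HA pair, glucocorticoid-responsive genes were 2.08-fold (percentile 0.26), ion channels of pacemaking and excitability 1.69-fold (percentile 0), GABA-A receptor subunits 1.79-fold (percentile 0.04), mitochondrially encoded genes 1.33-fold (percentile 0.055) and reactive astrocyte genes 2.67-fold (percentile 2.75) higher in HA- nuclei by their medians. Interferon response genes were 1.26-fold (percentile 98.8), antigen presentation genes 1.28-fold (percentile 95.4), the wider apoptosis genes 1.23-fold (percentile 98.0) and glycolysis enzymes 1.11-fold (percentile 50.8) higher in HA+ nuclei. The apoptosis genes that the study queried (1.23-fold, percentile 27.0), its inflammation genes (1.12-fold, percentile 37.2), necroptosis and pyroptosis genes (1.62-fold, percentile 23.4) and immediate early genes (1.14-fold, percentile 44.4) leaned to HA- nuclei. Of the 59 mDA-enriched genes with a promoter DHS, chosen on these libraries, the median was 8.08-fold higher in HA+ nuclei. The mDA-enriched genes also hold 4 of the 25 interferon response genes.

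In the libraries labelled shGmeb1, 19 further lists gave no call by camera, with medians of the log2 fold change given relative to shScramble. Midbrain dopamine transcription factors had a median of −0.38 (adjusted p = 0.0735), reactive astrocyte genes of 0.58 (adjusted p = 0.0740), ependymal and fibroblast markers of 0.01 with a mean of 0.45 (adjusted p = 0.113), endothelial and mural cell markers of 0.92 (adjusted p = 0.114), ion channels of −0.05 (adjusted p = 0.159), pan-neuronal markers of −0.16 (adjusted p = 0.206) and mitochondrially encoded genes of 0.30 (adjusted p = 0.226). For immediate early genes the median was 0.99 (adjusted p = 0.293), for astrocyte markers −0.47 (adjusted p = 0.371), for the unfolded protein and integrated stress response −0.28 with a mean of 0.20 (adjusted p = 0.418), for oligodendrocyte markers −0.49 and for their precursors −0.29 (adjusted p = 0.447 for each). Distal transcription factors had −0.33 and glutamate neuron markers −0.51 with a mean of 0.33 (adjusted p = 0.553 for each), microglia and macrophage markers 0.14 (adjusted p = 0.580), lymphocyte and plasma cell markers 0.54 (adjusted p = 0.636), glucocorticoid-responsive genes −0.03 with a mean of 0.40 (adjusted p = 0.636), and the other HA+ enriched genes 0.11 and promoter transcription factors 0.06, both with a test that pointed lower (adjusted p = 0.957 for each). By fry, the interferon response and the reactive astrocyte genes, both with medians above 0, moved on balance one way (adjusted p = 0.0393 for each). The other lists called by camera did not pass fry (adjusted p = 0.111 to 0.183).

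*Th* and *Slc6a3* had log2 fold changes of −2.41 and −3.34 in the libraries labelled shGmeb1 (adjusted p = 0.567 for each in edgeR) although that of *Gmeb1* was 1.05, and 3 tests bear on explanations other than a loss of *Gmeb1*. A lower share of mDA nuclei in those sorts would lower other mDA-enriched genes by a like amount, and 23 such genes that are nearly absent from HA- nuclei had a median log2 fold change of −0.89 (95% bootstrap interval −1.67 to 0.81, 15 below 0 and 8 above), against −2.88 for the mean of *Th* and *Slc6a3*. That interval holds the −1.44 set as the bound, and as some members were near 0 in shScramble the test was repeated on 21 with a mean FPKM over 1 in either group (−0.89, −1.88 to 0.28), 15 over 1 in both groups (−0.60, −1.88 to 0.81) and 10 over 5 in shScramble (−1.45, −2.30 to −0.54, with *Slc18a2*, *Dlk1* and *Slc10a4* at −1.01, −0.94 and −0.89 and *Aldh1a1*, *Chrna6* and *Cnpy1* at −2.07, −1.88 and −2.52), all of which hold −1.44, so a lower share cannot be told apart from a change within mDA nuclei. A site for the sh1 seed in the 3′ UTR was held by 0 of 1 annotated *Slc6a3* transcripts, which argues against an effect through that 3′ UTR. Such a site was held by 2 of 5 *Th* transcripts, both with a short coding sequence and not the one with the longest. An off-target effect on *Th* therefore stays open. Genes with a 3′ UTR site for either strand of sh1 were not lower as a group (medians −0.05 and −0.04) than genes without (−0.11 for each). Those with a site for either strand of the scramble had medians of −0.07 and −0.03, also against −0.11. The sh1 medians therefore do not show whether its seed was active. A seed site of the scramble lies in the 3′ UTR of *Slc6a3*, and its effect was not tested. An effect through the seed sites in the coding sequence of *Slc6a3* (1 site) and of 2 other *Th* transcripts, a wrong label, target RNA that escapes the shRNA in nuclei, 3′ bias and an effect of the knockdown on protein before RNA were not tested.

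A hypothesis was that genes with a higher *Gmeb1* regulatory score would be lower in the libraries labelled shGmeb1. Across the 59 genes with a promoter DHS, Spearman's rho between the score, which is the paper's, and the log2 fold change was −0.050 (permutation p = 0.708, 95% bootstrap interval −0.318 to 0.229), and Pearson's r was −0.155 (permutation p = 0.230). Neither relation passed, and the interval still holds a weak relation of either sign. Genes are not independent replicates.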
